# Engineering Flocculation for Improved Tolerance and Production of d-Lactic Acid in *Pichia pastoris*

**DOI:** 10.3390/jof9040409

**Published:** 2023-03-27

**Authors:** Kittapong Sae-Tang, Pornsiri Bumrungtham, Wuttichai Mhuantong, Verawat Champreda, Sutipa Tanapongpipat, Xin-Qing Zhao, Chen-Guang Liu, Weerawat Runguphan

**Keywords:** cell flocculation, d-lactic acid production, stress tolerance, yeast, *Pichia pastoris*

## Abstract

d-lactic acid, a chiral organic acid, can enhance the thermal stability of polylactic acid plastics. Microorganisms such as the yeast *Pichia pastoris*, which lack the natural ability to produce or accumulate high amounts of d-lactic acid, have been metabolically engineered to produce it in high titers. However, tolerance to d-lactic acid remains a challenge. In this study, we demonstrate that cell flocculation improves tolerance to d-lactic acid and increases d-lactic acid production in *Pichia pastoris*. By incorporating a flocculation gene from *Saccharomyces cerevisiae* (*ScFLO1*) into *P. pastoris* KM71, we created a strain (KM71-ScFlo1) that demonstrated up to a 1.6-fold improvement in specific growth rate at high d-lactic acid concentrations. Furthermore, integrating a d-lactate dehydrogenase gene from *Leuconostoc pseudomesenteroides* (*Lp*DLDH) into KM71-ScFlo1 resulted in an engineered strain (KM71-ScFlo1-LpDLDH) that could produce d-lactic acid at a titer of 5.12 ± 0.35 g/L in 48 h, a 2.6-fold improvement over the control strain lacking *ScFLO1* expression. Transcriptomics analysis of this strain provided insights into the mechanism of increased tolerance to d-lactic acid, including the upregulations of genes involved in lactate transport and iron metabolism. Overall, our work represents an advancement in the efficient microbial production of d-lactic acid by manipulating yeast flocculation.

## 1. Introduction

Petroleum-based routes for the production of platform chemicals and fuels are a large contributor to global greenhouse gas emissions [1,2]. An alternative approach is to produce these chemicals using renewable sources. Researchers have made advances in this field, including in the production of organic acids, bioplastic monomers, higher alcohols, and fatty alkanes [3,4,5,6,7,8]. Lactic acid has various applications in industries, such as in food production and plastic manufacturing [9,10]. In plastic production, lactic acid is used to make biocompatible and biodegradable poly(lactic acid) (PLA) plastics as a substitute for non-biodegradable petroleum-based plastics. To create PLA, the lactic acid monomer is polymerized. The mechanical and thermal properties of the resulting PLA are influenced by the optical purity of the lactic acid, which can be either the d-form, the l-form, or a mixture of both [11]. Blending poly-d-lactic acid with poly-l-lactic acid through a process known as stereocomplexation results in plastics with improved thermal stability [12,13]. The large-scale production of l-lactic acid by major chemical companies using microbes is well-established [14]. However, limited research exists on the production of d-lactic acid using microbes, creating a need for a more efficient method of producing this acid.

In nature, bacteria such as those found in the genera *Lactobacillus, Sporolactobacillus*, and *Leuconostoc* are efficient producers of d-lactic acid [10]. For instance, *Sporolactobacillus inulinus* YBS1-5 produced 107.2 g/L of d-lactic acid through fed-batch fermentation using corncob residue hydrolysates, with a yield of 0.85 g/g glucose [15]. Another example is *Leuconostoc mesenteroides* B512, which produced 60.2 g/L of d-lactic acid through shake-flask fermentation using sugarcane juice, with a yield of 0.51 g/g glucose [16]. 

In addition to these natural d-lactic acid producers, some industrial hosts without the natural ability to produce d-lactic acid have been genetically engineered to do so with high efficiency. One such example is *Pichia pastoris* (recently reclassified as *Komagataella phaffii*), a methylotrophic yeast that has been genetically modified for many years to produce various industrial enzymes, including phytase, hepatitis B surface antigen, and human serum albumin [17]. More recently, *P. pastoris* has been proven to be a highly productive producer of chemicals such as higher alcohols isobutanol and isopentanol, fragrant terpenoid (+)-nootkatone, and antioxidant lycopene [18,19,20,21,22]. Furthermore, *P. pastoris* is an appealing host for consolidated the bioprocessing of chemicals from biomass because of its efficiency in expressing biomass-degrading enzymes [23].

In an early study, de Lima and colleagues introduced the gene encoding l-lactate dehydrogenase from *Bos taurus* into *P. pastoris*, resulting in a strain that can produce l-lactic acid from glycerol at a yield of 0.236 g/g glycerol [24]. To improve the yield, the authors overexpressed the endogenous lactate transporter (PAS) and the final engineered strain produced l-lactic acid at a yield of 0.673 g/g glycerol and a titer of almost 30 g/L. More recently, Yamada and colleagues used *P. pastoris*’ ability to use methanol as the sole carbon source to produce d-lactic acid from methanol [25]. Specifically, the authors integrated multiple copies of the *Leuconostoc mesenteroides* d-lactate dehydrogenase gene into the non-transcribed spacer of the ribosomal DNA (rDNA) locus of *P. pastoris*. This resulted in a strain that produced d-lactic acid at a titer of 3.48 g/L directly from methanol, which corresponds to a yield of 0.22 g/g of methanol consumed.

While the mechanisms behind lactic acid tolerance and its impact on lactic acid production have been extensively studied in other microorganisms, particularly in the model yeast *S. cerevisiae* [26], so far, no study has been reported on organic acid tolerance in *P. pastoris*. It would be desirable to develop robust *P*. *pastoris* strains for efficient lactic acid production.

In the previous study, yeast cell flocculation was revealed to be associated with improved stress tolerance. For example, elevated acetic acid tolerance was reported in an industrial yeast, *S. cerevisiae* SPSC01, when compared to its non-flocculating mutant strain, where the flocculin gene *FLO1* was deleted [27]. In another report, flocculation was found to be related to furfural tolerance [28]. It is of interest whether flocculation also exerts any effect on the acid tolerance of *P. pastoris.*

In this study, we seek to investigate the inhibitory effect of high concentrations of d-lactic acid on the growth of *P. pastoris* and to enhance the yeast’s tolerance to d-lactic acid through engineered flocculation. Our ultimate goal was to advance the efficient microbial production of d-lactic acid.

## 2. Materials and Methods

### 2.1. Media, Strains, and Transformation

The yeast strains were constructed from *P. pastoris* KM71 (Invitrogen), as shown in Table 1. The plasmids were derived from the pGAPHisKlARS and pGAPHyg vectors [18,29], as well as the commercially available pGAPZ vector (Invitrogen). The primers used are listed in Table S1. Transformation of yeast was carried out using an electroporator, as previously described [19]. The electroporation parameters used were 1.5 kV, 25 μF, and 200 Ω. The plasmids were digested with the restriction enzyme *Avr*II prior to electroporation. Transformants were confirmed through colony PCR and DNA sequencing. *E. coli* DH5-alpha, which was used during plasmid construction and propagation, was grown in Luria–Bertani (LB) medium supplemented with the antibiotics hygromycin (100 μg/L), ampicillin (100 μg/L) or zeocin (100 μg/L) as necessary. *P. pastoris* was grown in YPD medium (10 g/L yeast extract, 20 g/L Bacto Peptone, and 20 g/L glucose) supplemented with the antibiotics zeocin (100 μg/L) or hygromycin (200 μg/L) as required. Yeast transformants harboring the HIS4 selectable marker were selected on a yeast minimal medium (MGY; 0.1 M phosphate buffer pH 6.0, yeast nitrogen base without amino acids (13.6 g/L), glycerol (20 g/L), d-biotin (0.4 mg/L), and thiamine-hydrochloride (133.3 mg/L)).

### 2.2. Plasmid Construction

The plasmids used in this study were generated from the pGAPZ_A (Thermo Fisher Scientific, Waltham, MA, USA), pGAPHis4 and pGAPHyg vectors [18]. These plasmids utilized the constitutive promoter from the glyceraldehyde-3-phosphate dehydrogenase gene (P_GAP_). The cloning required to construct the plasmids used in this study was performed using *E. coli* DH5α. Polymerase chain reaction (PCR) amplification was carried out using Phusion High-Fidelity polymerase (Thermo Fisher Scientific) following the manufacturer’s protocol. Briefly, the PCR was set under conditions of 98 °C for 30 s, a denaturation at 98 °C for 10 s, an annealing at the primers’ melting temperature (T_m_) + 3 °C for 30 s, and an extension at 72 °C for 15 s/kb of the expected PCR product. PCR was performed for 30 cycles, followed by a final extension at 72 °C for 5 min. The PCR fragments were then gel-purified using the QIAquick Gel Extraction Kit (Qiagen, Düsseldorf, Germany). Plasmids were constructed using enzyme ligation or homologous recombination in yeast, as described below. Enzyme ligation was carried out using T4 DNA Ligase (Thermo Fisher Scientific) at 22 °C for 1 h followed by heat inactivation of the enzyme at 65 °C for 10 min.

*Plasmid pGAPHis4-ScFlo1:* The *FLO1* gene was amplified from the genomic DNA of *S. cerevisiae* S288C using primers Flo1-hom-F and Flo1-hom-R. The PCR band was purified and then added to the purified *Not*I/*Apa*I-digested pGAPHis*Kl*ARS fragment to form pGAPHis4-ScFlo1 via homologous recombination in *S. cerevisiae*.

*Plasmid pGAPHyg-LpDldh:* The codon-optimized d-lactate dehydrogenase gene from *Leuconostoc pseudomesenteroides* BCC38023 (*LpDLDH*, GenBank accession number: MW574953) was obtained from the pUC57-LpDLDH plasmid [2]. The *LpDLDH* gene was amplified using primers LpDLDH-F and LpDLDH-R. The purified PCR band was ligated to the KpnI/NotI site of pGAP-hyg to yield pGAPHyg-LpDldh.

*Plasmid pGAPZ-PpJEN1:* The putative lactate transporter *PpJEN1* (homolog of *S. cerevisiae JEN1*; accession number XM_002492622.1) was amplified from the genomic DNA of *P. pastoris* KM71 using primers PpJEN1-F and PpJEN1-R. The purified PCR band was ligated to the EcoRI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpJen1.

*Plasmid pGAPZ-PpADY2-1:* The putative acetate transporter *PpADY2-1* (homolog of *S. cerevisiae ADY2*; accession number XM_002491529.1) was amplified from the genomic DNA of *P. pastoris* KM71 using primers PpADY2-1-F and PpADY2-1-R. The purified PCR band was ligated to the EcoRI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpADY2-1.

*Plasmid pGAPZ-PpADY2-2:* The putative acetate transporter *PpADY2-2* (homolog of *S. cerevisiae ADY2*; accession number XM_002489992.1) was amplified from the genomic DNA of *P. pastoris* KM71 using primers PpADY2-2-F and PpADY2-2-R. The purified PCR band was ligated to the EcoRI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpADY2-2.

*Plasmid pGAPZ-PpFPS1:* The putative channel-like protein *PpFPS1* (homolog of *S. cerevisiae FPS1*; accession number XM_002494184.1) was amplified from the genomic DNA of *P. pastoris* KM71 using primers PpFPS1-F and PpFPS1-R. The purified PCR band was ligated to the EcoRI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpFPS1.

*Plasmid pGAPZ-PpAcXp:* The putative transporter required for normal sporulation (accession number XM_002491528.1) was amplified from the genomic DNA of *P. pastoris* KM71 using primers PpAcXp-F and PpAcXp-R. The purified PCR band was ligated to the EcoRI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpAcXp.

*Plasmid pGAPZ-PpFeRed:* The putative ferric reductase (accession number XM_002493603.1) was amplified from the genomic DNA of *P. pastoris* KM71 using primers PpFeRed-F and PpFeRed-R. The purified PCR band was ligated to the EcoRI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpFeRed.

*Plasmid pGAPZ-PpFerXp:* The putative Ferrioxamine B transporter (accession number XM_002492843.1) was amplified from the genomic DNA of *P. pastoris* KM71 using primers PpFerXP-F and PpFerXP-R. The purified PCR band was ligated to the EcoRI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpFerXP.

*Plasmid pGAPZ-PpLAFeXp:* The putative low-affinity Fe(II) transporter of the plasma membrane (accession number XM_002492163.1) was amplified from the genomic DNA of *P. pastoris* KM71 using primers PpLAFeXp-F and PpLAFeXp-R. The purified PCR band was ligated to the EcoRI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpLAFeXp.

*Plasmid pGAPZ-PpFeO2OR:* The putative Ferro-O2-oxidoreductase (accession number XM_002491680.1) was amplified from the genomic DNA of *P. pastoris* KM71 using primers PpFeO2OR-F and PpFeO2OR-R. The purified PCR band was ligated to the EcoRI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpFeO2OR.

*Plasmid pGAPZ-PpLAZnXp:* The putative low-affinity zinc transporter of the plasma membrane (accession number XM_002493905.1) was amplified from the genomic DNA of *P. pastoris* KM71 using primers PpLAZnXp-F and PpLAZnXp-R. The purified PCR band was ligated to the EcoRI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpLAZnXp.

*Plasmid pGAPZ-PpH^+^-ATPase:* The putative plasma membrane H^+^-ATPase (accession number XM_002489588.1) was amplified from the genomic DNA of *P. pastoris* KM71 using primers PpHATPase-F and PpHATPase-R. The purified PCR band was ligated to the XhoI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpH^+^-ATPase.

*Plasmid pGAPZ-PpSUR1:* The putative catalytic subunit of a mannosylinositol phosphorylceramide (MIPC) synthase (homolog of *S. cerevisiae SUR1*; accession number XM_002489517.1) was amplified from the genomic DNA of *P. pastoris* KM71 using primers PpSUR1-F and PpSUR1-R. The purified PCR band was ligated to the EcoRI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpSUR1.

*Plasmid pGAPZ-PpHAZnXp:* The putative high-affinity zinc transporter of the plasma membrane (accession number XM_002492699.1) was amplified from the genomic DNA of *P. pastoris* KM71 using two sets of primers: PpHAZnXp-up-F and PpHAZnXp-up-R, and PpHAZnXp-dw-F and PpHAZnXp-dw-R. The two DNA fragments were assembled by overlap extension PCR (OE-PCR) and ligated to the EcoRI/NotI site of the pGAPZ plasmid to yield pGAPZ-PpHAZnXp.

### 2.3. Quantifying Production of d-Lactic Acid and Other Metabolites

The quantification of d-lactic acid and other metabolites was performed as previously described, with some modifications [2,30]. The engineered strains were prepared by pre-culturing 5 mL aliquots in a yeast minimal medium (MGYH; 0.1 M phosphate buffer pH 6.0, yeast nitrogen base without amino acids (13.6 g/L), glycerol (20 g/L), d-biotin (0.4 mg/L), thiamine-hydrochloride (133.3 mg/L), and l-histidine (20 mg/L)). The overnight cultures were used to inoculate 10 mL of the production medium (MGYH-glu; 0.1 M phosphate buffer pH 6.0, yeast nitrogen base without amino acids (13.6 g/L), glucose (100 g/L), d-biotin (0.4 mg/L), thiamine-hydrochloride (133.3 mg/L), and l-histidine (20 mg/L)) in 50 mL Corning tubes to reach an OD_600_ of 0.05. The cultures were incubated at 30 °C and 250 rpm, and samples were taken at 24, 48 and 72 h to measure OD_600_, d-lactic acid and extracellular metabolites.

High-performance liquid chromatography (HPLC) was used to measure the amount of d-lactic acid and other fermentation metabolites, including ethanol, glycerol, pyruvate, acetate and glucose, as previously described [2,30]. One mL of yeast culture was passed through a 0.2-micron nylon syringe filter (Filtrex, Bangkok, Thailand). The filtered sample was analyzed on an Agilent 1100 series HPLC with an Aminex HPX-87H ion-exchange column (Bio-Rad, Hercules, CA, USA). The parameters for the column were: 7.8 mm internal diameter, 300 mm length, and 9 μm particle size. The analysis was conducted using a 5 mM solution of H_2_SO_4_ as solvent with a flow rate of 0.68 mL/min for 30 min, with the column temperature kept at 60 °C. Metabolites were detected using Agilent 1200 series DAD and RID detectors. Two sets of HPLC standards were prepared. The first set contained the organic acids (pyruvate, prepared by using sodium pyruvate (Fluka, Morris Plains, NJ, USA) and acetate, prepared by using sodium acetate (Merck, Rahway, NJ, USA)), glycerol (Carlo Erba, Emmendingen, Germany), and ethanol (Supelco, St. Louis, MO, USA), while the second set contained d-glucose (Milipore, Burlington, MA, USA) and d-lactic acid (Sigma-Aldrich, St. Louis, MO, USA). All statistical analysis was performed using a two-tail, unpaired, heteroscedastic Student’s *t*-test.

### 2.4. RNA Isolation and Transcriptomics Analysis

The strains were grown overnight in 5 mL aliquots of MGYH medium, then used to inoculate 10 mL of MGYH medium in 50 mL Corning tubes to reach an initial OD_600_ of 0.05. The cultures were incubated at 30 °C and 250 rpm. After approximately 21 h, when the strains reached the mid-exponential phase, a 2 mL sample of each culture was collected, centrifuged for 5 min at 3000× *g*, and washed with 5 mL distilled water. Total RNA was extracted using the RNeasy Kit (Qiagen), and contaminating genomic DNA was removed by DNaseI digestion (Thermo Fisher Scientific) following the manufacturer’s protocol. RNA Integrity Numbers (RIN) were obtained using an Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA), and all purified RNA samples had an RIN number higher than 8.0. RNA samples were kept at −80 °C until transcriptomics analysis. The RNA was sequenced by NovogeneAIT (Tianjin, China) using the Illumina NovaSeq PE150 platform, generating expression libraries of 150 nt read length. To avoid random errors, triplicate cultures were sampled. Raw PE reads underwent quality control via FASTP by taking out ambiguous bases (N base) and low-quality sequences (Q score < 20) [31]. The clean reads were mapped against the *P. pastoris* GS115 genome (GenBank assembly accession number: GCA_000027005.1) using HISAT2 [32], and read counts for each gene were calculated by HTSeq-count using SAM files and genome annotation files as inputs [33]. The number of uniquely mapped reads was then used to calculate each gene’s normalized expression values. Differentially expressed genes were identified using the DESeq2 package, based on raw counts of reads mapping to unique genes [34]. Genes with a fold change >2 and DESeq P_-adj_ value < 0.05 were considered to be expressed with significant differences between the control strain (KM71-LpDLDH) and the flocculation strain (KM71-ScFlo1-LpDLDH). All raw reads were deposited in NCBI with the accession number GSE224837.

### 2.5. Real-Time PCR

Total RNA was extracted and purified from the samples as described in the above section. cDNA was generated using RevertAid Reverse Transcriptase (Thermo Fisher Scientific) and following the manufacturer’s protocol. The relative expression levels of *PpJEN1, PpADY2-1, PpADY2-2, PpFeRed, PpAcXP, PpLAZnXp, PpHAZnXP, PpFPS1, PpFerXP, PpSUR1, PpH^+^-ATPase, PpFeO2OR, PpLAFeXp* and *LpDLDH* were quantified on a CFX96 Touch Real-time PCR Detection System (Biorad) using iQ SYBR Green Kit (Biorad). The real-time PCR parameters used were as follows: a polymerase activation at 95 °C for 3 min, a denaturation at 95 °C for 15 s, and an annealing/extension at 60 °C for 30 s, followed by a plate read. The PCR was performed for 40 cycles, which was followed by a melt curve analysis by ramping up the temperature from 60 °C to 95 °C at a 0.5 °C increment with 5 s/step. The RT-PCR was performed in triplicate, and the amount of total mRNA in all samples was normalized using *PpACT1*, a gene that encodes actin.

## 3. Results and Discussion

### 3.1. Expression of the Flocculation Protein Flo1 in P. pastoris Improves d-Lactic Acid Tolerance

The mechanisms behind lactic acid tolerance and how they impact lactic acid production have been extensively studied in other microorganisms, particularly in the model yeast *S. cerevisiae* [26]. However, little has been reported on the mechanism of organic acid tolerance in *P. pastoris*. In this work, we sought to determine whether flocculation can improve the yeast’s tolerance to lactic acid. Yeast flocculation is a reversible and nonsexual process by which yeast cells aggregate and form clumps known as flocs [35]. The result of flocculation is the rapid sedimentation of the flocs from the medium. This property is desirable in industrial yeasts as it enables easy separation from fermentation mashes, without the need for expensive equipment [36,37,38,39].

Flocculation mechanisms have been extensively studied in *S. cerevisiae*, but research in other yeast species is limited [35,40,41]. The process of flocculation involves the interaction of flocculins, a type of lectin-like protein, with receptors on neighboring cell walls, forming aggregates [42,43]. Factors such as pH, calcium ions, and organic stress also influence flocculation. The *FLO1*, *FLO5*, *FLO9*, *FLO10*, *FLO11*, *FLONL*, *FLONS*, and *Lg-FLO* genes have been identified as contributing to flocculation in *S. cerevisiae* [44,45,46]. These genes confer cell–cell adhesion, with the exception of *ScFLO11*, which is responsible for substrate adhesion. Flocculation mechanisms in other yeast species are less well understood, but also thought to be lectin-based [47,48,49].

To confer the flocculation phenotype to *P. pastoris*, we heterologously expressed the *ScFLO1* gene cloned from *S. cerevisiae* S288C in *P. pastoris* using the constitutive glyceraldehyde-3-phosphate dehydrogenase promoter (P_GAP_). The resulting strain (KM71-ScFlo1) exhibited a flocculation phenotype when grown in a synthetic defined medium (Figure 1). We next tested KM71-ScFlo1’s tolerance to lactic acid by growing the strain and the non-flocculating control strain (KM71) in a medium containing lactic acid at concentrations ranging from 0 to 20 g/L (Table S3, Figure 2 and Figure 3). Increasing lactic acid concentrations led to lower specific growth rates for both the control and flocculation strains. KM71’s specific growth rates in the rich medium decreased as the concentration of lactic acid in the medium increased, from 0.1221 ± 0.0011 h^−1^ (no lactic acid in the medium) to 0.1119 ± 0.0002 h^−1^ (5 g/L lactic acid) and 0.0825 ± 0.0011 h^−1^ (10 g/L lactic acid). Likewise, KM71-ScFlo1’s specific growth rates in the rich medium decreased from 0.1211 ± 0.0011 h^−1^ (no lactic acid) to 0.1108 ± 0.0006 h^−1^ (5 g/L) and 0.0825 ± 0.0004 h^−1^ (10 g/L). While flocculation did not improve the yeast’s specific growth rates at these concentrations (below 10 g/L) of lactic acid, it appeared to have shortened the lag phase slightly. The positive effects of flocculation on yeast’s tolerance to lactic acid became more evident at higher concentrations (above 10 g/L) of lactic acid, with the biggest improvement in specific growth rate observed at 16 g/L lactic acid (0.0318 ± 0.0004 h^−1^ for KM71-ScFlo1 vs. 0.0195 ± 0.0003 h^−1^ for the control strain, a 1.6-fold improvement). However, once the lactic acid concentration in the medium reached 18 g/L and above, induced flocculation no longer appeared to be sufficient to help the strain cope with the stress. This resulted in KM71-ScFlo1’s specific growth rate dropping to 0.0078 ± 0.0003 h^−1^, a 1.4-fold increase over the control strain’s value of 0.0057 ± 0.0002 h^−1^. Overall, our results indicated that flocculation improved *P. pastoris*’ tolerance to lactic acid. Moreover, induced flocculation could be a viable strategy to increase lactic acid production in *P. pastoris*.

### 3.2. Expression of S. cerevisiae Flocculation Protein Flo1 in P. pastoris Improves d-Lactic Acid Production

Our study of lactic acid tolerance indicated that induced flocculation could improve *P. pastoris’* tolerance to lactic acid at a specific range of concentrations, and suggested that flocculation could potentially increase lactic acid production in *P. pastoris*. To test this hypothesis, we expressed the d-lactate dehydrogenase enzyme from the natural lactic acid producer *Leuconostoc pseudomesenteroides* (*Lp*DLDH) in strain KM71-ScFlo1 using the constitutive P_GAP_ promoter (Figure 4). *Lp*DLDH converts pyruvate to d-lactic acid and has previously been shown to exhibit robust activity in *S. cerevisiae* [2], but its expression in *P. pastoris* had not been demonstrated. The resulting strain KM71-ScFlo1-LpDLDH produced d-lactic acid at a titer of 5.12 ± 0.35 g/L in 48 h (Figure 5). The d-lactic acid titer decreased to 3.23 ± 0.19 g/L at the 72 h time point, possibly due to the d-lactic acid being converted back to pyruvate by an endogenous lactate dehydrogenase enzyme, a phenomenon also observed in engineered d-lactic acid production in other yeast species such as *S. cerevisiae* and *Kluyveromyces marxianus* [2,50]. In comparison, the control strain overexpressing *Lp*DLDH without the flocculation gene produced d-lactic acid at titers of 1.95 ± 0.18 g/L and 3.20 ± 0.33 g/L, at 48 h and 72 h, respectively, and the control strain KM71, which lacks *Lp*DLDH expression, did not produce detectable levels of d-lactic acid.

In addition to d-lactic acid production, we also examined the strains’ ethanol production and glucose consumption. KM71-ScFlo1-LpDLDH produced the highest amounts of ethanol (10.26 ± 0.83 g/L compared to 0.88 ± 0.14 g/L and 1.54 ± 0.56 g/L for KM71-LpDLDH and KM71, respectively) and was the most efficient at consuming glucose (72.3% of glucose consumed compared to 31.3% and 39.5% for KM71-LpDLDH and KM71, respectively). The significant accumulation of ethanol observed in KM71-ScFlo1-LpDLDH is notable since *P. pastoris* is not considered a Crabtree-positive yeast, and therefore is not known for ethanol production under high glucose consumption [51,52]. The control strain KM71 and the strain lacking *ScFLO1* expression produced low amounts of ethanol (9–15% of the amounts observed in KM71-ScFlo1-LpDLDH). The fact that KM71-ScFlo1-LpDLDH produced large amounts of ethanol indicates that enhanced d-lactic acid production may have resulted in imbalances in redox cofactors, leading the cells to consume excess NADH by producing ethanol. To lower ethanol production and enhance d-lactic acid production, several approaches could be considered, such as decreasing the expression of the pyruvate decarboxylase enzyme or increasing the expression of the d-lactate dehydrogenase enzyme to outcompete the endogenous alcohol dehydrogenase enzyme that is responsible for ethanol production.

### 3.3. Transcriptomic Analysis of Engineered Strains

To better understand the mechanism behind the improved tolerance to lactic acid of the flocculated yeast strain, we performed a comparative transcriptomic analysis of KM71-ScFlo1-LpDLDH and KM71-LpDLDH. 

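The comparison rested on messenger RNA sequencing of 3 cultures of KM71-ScFlo1-LpDLDH, which carries the flocculation gene ScFLO1 and the d-lactate dehydrogenase gene LpDLDH, and 3 cultures of the control strain KM71-LpDLDH, which carries LpDLDH without ScFLO1. The cultures were inoculated to an OD600 of 0.05 in MGYH, a minimal medium with 20 g/L glycerol and 20 mg/L histidine, and were sampled after about 21 h at 30 °C and 250 rpm. The methods for these cultures do not name added lactic acid. According to the methods, the reads of 150 nt were trimmed with fastp, mapped to the P. pastoris GS115 genome with HISAT2 and counted per gene with HTSeq-count, and differential expression was tested with DESeq2. The values analysed here were whole-number read counts for 5040 genes, of which 2 had no reads in any library. The totals were 12127429, 12767753 and 12360858 reads on genes in replicates 1, 2 and 3 of KM71-LpDLDH, and 12494758, 11093372 and 10386352 in replicates 1, 2 and 3 of KM71-ScFlo1-LpDLDH. The 10 most abundant genes took between 6.73% and 8.24% of the reads of a library.

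Each pair of replicates differed by far more than counting noise, with a chi-square per degree of freedom between 11.9 and 68.1. That alone cannot tell separate cultures from repeat preparations of 1 culture. All 6 libraries were kept as separate replicates because the methods state that triplicate cultures were sampled. The counts were scaled by edgeR's TMM method, with factors between 0.941 and 1.07, and the 5029 genes with a mean of at least 10 reads over the 6 libraries were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Expression levels are given as TMM-scaled CPM (from edgeR's cpm function) with the SD over 3 cultures, and fold changes as KM71-ScFlo1-LpDLDH over KM71-LpDLDH on the log2 scale, with a standard error from the log2 CPM of the replicates. With 3 cultures against 3, a two-sided exact permutation test of a single gene cannot give a p below 0.1. The median log2 fold change over all tested genes was 0.02.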

We compared the RNA abundance between the two yeast strains. Using normalized log-expression values, we identified genes that displayed significant changes in expression levels. Genes that satisfied a fold change cut-off of 2 (both positive and negative) and a *p*-value of less than 0.05 were determined to be significantly and differentially expressed. A total of 169 differentially expressed genes were identified, with 77 being upregulated and 92 being downregulated (Figure 6 and Supplementary File S1).

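At a fold change above 2 and an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 825 genes differed between the strains, 423 higher and 402 lower in KM71-ScFlo1-LpDLDH. An adjusted p under 0.05 alone was met by 3227 genes, 1641 of them higher and 1586 lower, so the number of differentially expressed genes was set by the fold change cut-off. Every gene with a fold change above 2 in this fit also had an adjusted p under 0.05. Of all tested genes, 68.9% showed no overlap between the 3 libraries of one strain and the 3 of the other, against 10% expected by chance. The fold change cut-off was the choice that moved the count most. With an absolute log2 fold change above 2, which is a fold change above 4, 166 genes remained by the same test, 77 higher and 89 lower.

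The highest fitted rise was that of PAS_chr4_0878, with 1 or 2 reads in each KM71-LpDLDH library and 303 to 725 reads in each KM71-ScFlo1-LpDLDH library. The ratio of its scaled counts was 312, with a 95% exact binomial interval from 134 to 964 that covers counting error only. PAS_chr3_0517 followed with 26.5 ± 0.815 CPM (SD, n = 3) in KM71-LpDLDH and 1640 ± 371 CPM (SD, n = 3) in KM71-ScFlo1-LpDLDH, a log2 fold change of 5.96. With all 6 libraries, the largest fitted fall was that of PAS_chr2-1_0037, from 888 ± 26.9 CPM (SD, n = 3) in KM71-LpDLDH to 29.9 ± 3.64 CPM (SD, n = 3), a log2 fold change of -4.89. For PAS_chr1-4_0582, with 49 to 111 reads per KM71-LpDLDH library and 2 to 4 per KM71-ScFlo1-LpDLDH library, the ratio of KM71-LpDLDH to KM71-ScFlo1-LpDLDH was 28.0, with a 95% exact binomial interval from 14.0 to 65.7. Its fitted fall exceeded that of PAS_chr2-1_0037 without replicate 2 of KM71-LpDLDH (log2 fold changes of -5.03 and -4.90) and without replicate 1 of KM71-ScFlo1-LpDLDH (-5.05 and -4.94). The sources used here do not pair these 4 identifiers with gene names.

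**Figure D1:**
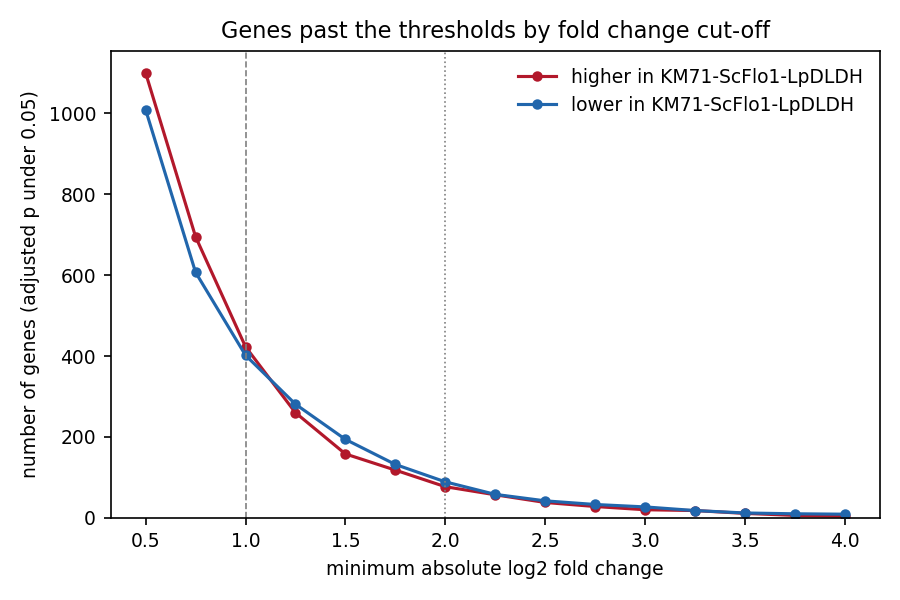
Number of genes with an adjusted p under 0.05 (y axis) against the minimum absolute log2 fold change (x axis), as 1 line for genes higher and 1 for genes lower in KM71-ScFlo1-LpDLDH. The dashed line marks a log2 fold change of 1, with 423 higher and 402 lower genes, and the dotted line marks 2, with 77 higher and 89 lower genes.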

Next, we investigated the functional significance of the differentially expressed genes under lactic acid stress. Lactic acid and other weak acids inhibit the growth of microorganisms, and the extent of inhibition depends on the acid’s chemical properties, pH, and concentration [26,53]. When the pH falls below the pKa of the weak acid, the acid exists primarily in its undissociated and lipophilic form, which can readily penetrate the cell membrane. Once inside, the acid dissociates and accumulates as anions in the cytosol, causing the permeabilization of cellular membranes, the perturbation of membrane proteins, an influx of ions, and the stimulation of proton imports [54,55,56]. The accumulation of anions in the cytosol results in disruption of the electron transport chain, leading to decreased ATP levels and increased reactive oxygen species levels. Additionally, the perturbation of the plasma membrane leads to the influx of protons and intracellular acidification, impacting cellular processes such as synthesis of nucleic acids and other metabolic processes. Finally, the weak acid also binds to metal ions in the growth medium, reducing their availability.

Previous studies have shown that *S. cerevisiae*’s response to weak acids is complex and varies based on the type of acid, with cell-wall function, protein folding, lipid metabolism, and multidrug resistance being the consistently affected biological functions [26,57,58]. The response to weak acids depends on the acid’s lipophilicity, with *TPO3* being the only gene induced in response to all weak acids [57]. This gene codes for a H^+^-antiporter involved in multidrug resistance. The response to hydrophilic acids, including lactic acid, is controlled by the transcription factor Haa1 and the Haa1-regulated genes [55,57,59]. At a low pH, Haa1 localizes to the nucleus and activates Haa1 target genes *YGP1*, *GPG1*, and *SPI1* [60]. At pH 5 and above, when lactic acid exists mainly in the dissociated form (lactate), the transcription factor Aft1 is upregulated, resulting in the increased expression of genes involved in *S. cerevisiae*’s iron metabolism, such as *FIT2*, *ARN1*, and *ARN2* [61].

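Table S2 gives identifiers and products for 22 genes selected by the study. In the counts, 22 of the 22 had an adjusted p under 0.05 over all tested genes, and 22 also when adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Of the 22 genes, 21 showed no overlap between the strains and 18 also passed the fold change cut-off of 2. The 4 below that cut-off include both directions. PAS_chr4_0836, listed as a polyamine transport protein homologous to TPO2 and TPO3 of S. cerevisiae, had 600 ± 150 CPM (SD, n = 3) in KM71-LpDLDH and 792 ± 26.5 CPM (SD, n = 3) in KM71-ScFlo1-LpDLDH, with overlapping replicates. Its log2 fold change was 0.40 (standard error 0.20), and the adjusted p of 0.0401 from edgeR's quasi-likelihood test rose to 0.151, 0.148 and 0.103 when replicate 1 or 2 of KM71-LpDLDH or replicate 2 of KM71-ScFlo1-LpDLDH was left out, and ranged from 0.00093 to 0.151 over its alternatives. PAS_chr1-1_0418, an acetate transporter homologous to ADY2, had a log2 fold change of 0.83, which became 1.04 without replicate 3 of KM71-LpDLDH. Its level was low, at 6.43 ± 1.58 CPM (SD, n = 3) in KM71-LpDLDH and 11.3 ± 1.9 CPM (SD, n = 3) in KM71-ScFlo1-LpDLDH. The 210 least abundant tested genes had a median log2 fold change of 0.45, so part of this rise may be general to low abundance. PAS_chr4_0832, an ABC transporter homologous to PDR12, had a log2 fold change of 0.79. PAS_chr1-3_0215, a spermine transport protein homologous to TPO2 and TPO3, lay at the cut-off on the lower side, with a log2 fold change of -0.99. With each library left out in turn it ranged from -1.23 (without replicate 3 of KM71-ScFlo1-LpDLDH) to -0.83 (without replicate 1 of KM71-ScFlo1-LpDLDH), and it passed the cut-off also without replicate 2 of KM71-LpDLDH (-1.07). It was -0.89 with total-count scaling. It also passed the cut-off, at a log2 fold change between -1.00 and -1.04, with DESeq2 and with no scaling of the libraries.

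Where Table S2 gives more than 1 homolog of the same S. cerevisiae gene, the 3 homologs of ADY2 all rose and the 3 homologs of ESBP6 all fell, while the homologs of PDR12 and those of TPO2 and TPO3 changed in both directions. Against the rise of PAS_chr4_0832, the other PDR12 homolog, PAS_chr1-1_0398, fell from 714 ± 164 CPM (SD, n = 3) in KM71-LpDLDH to 177 ± 11.7 CPM (SD, n = 3), a log2 fold change of -2.01. Against the small rise of PAS_chr4_0836, the TPO2 and TPO3 homolog PAS_chr1-4_0431 had a log2 fold change of -2.34 at a low level of 18.4 ± 2.52 CPM (SD, n = 3) in KM71-LpDLDH.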

Based on previous works on lactic acid tolerance in the yeast *S. cerevisiae*, we focused on the upregulation and downregulation of genes involved in transport, iron metabolism, zinc metabolism, and cell-wall rigidity (Table S2). For transport, these are genes that encode: (1) a lactate transporter that is a homolog of *S. cerevisiae* JEN1 (2.26-fold upregulation); (2) a putative transmembrane protein involved in the export of ammonia (2.18-fold upregulation); (3) a hypothetical protein that is a homolog of *S. cerevisiae* ADY2 (2.49-fold upregulation); (4) a putative channel-like protein that is a homolog of *S. cerevisiae* FPS1 (2.19-fold upregulation); (5) an acetate transporter (2.44-fold upregulation); and (6) a plasma membrane H^+^-ATPase (2.06-fold upregulation). 

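The lactate transporter homologous to JEN1, PAS_chr3_0440, had 68.0 ± 3.37 CPM (SD, n = 3) in KM71-LpDLDH and 155 ± 30.4 CPM (SD, n = 3) in KM71-ScFlo1-LpDLDH, a log2 fold change of 1.19 (standard error 0.17, adjusted p = 2.91e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With each library left out in turn, this log2 fold change stayed between 1.06 and 1.33. The gene described as involved in ammonia export, PAS_chr1-1_0378, was the most variable of the 6, at 1660 ± 630 CPM (SD, n = 3) against 756 ± 60.1 CPM (SD, n = 3). Its log2 fold change was 1.13 (standard error 0.31, adjusted p = 0.00123 from the same edgeR test) and fell to 0.78, below the cut-off of 1, without replicate 3 of KM71-ScFlo1-LpDLDH. The ADY2 homolog PAS_chr2-1_0874 had a log2 fold change of 1.33 (standard error 0.28), the FPS1 homolog PAS_chr4_0784 of 1.15 (standard error 0.14) and the acetate transporter PAS_chr2-1_0649 of 1.30 (standard error 0.22). The plasma membrane H+-ATPase, PAS_chr1-1_0002, was the most abundant of the 6, with 2340 ± 239 CPM (SD, n = 3) in KM71-LpDLDH and 4880 ± 207 CPM (SD, n = 3) in KM71-ScFlo1-LpDLDH. Its log2 fold change of 1.06 became 0.98 without replicate 2 of KM71-LpDLDH. In each of these 6 genes, all 3 libraries of KM71-ScFlo1-LpDLDH lay above all 3 of KM71-LpDLDH. For PAS_chr1-1_0378, PAS_chr4_0784 and PAS_chr2-1_0649, a gene with an adjacent identifier number also passed both thresholds in the same direction. PAS_chr2-1_0649 and PAS_chr2-1_0874 have consecutive GenBank numbers in Table S2, so they may be neighbours despite their identifiers. The gene numbered before PAS_chr4_0784 rose from a mean of 80.5 CPM in KM71-LpDLDH to 1050 CPM in KM71-ScFlo1-LpDLDH, a log2 fold change of 3.7. Gene positions and strand were not analysed here, so reads of such a neighbour may contribute to these rises. How alike the sequences of the ADY2 homologs are was not analysed here.

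**Figure D2:**
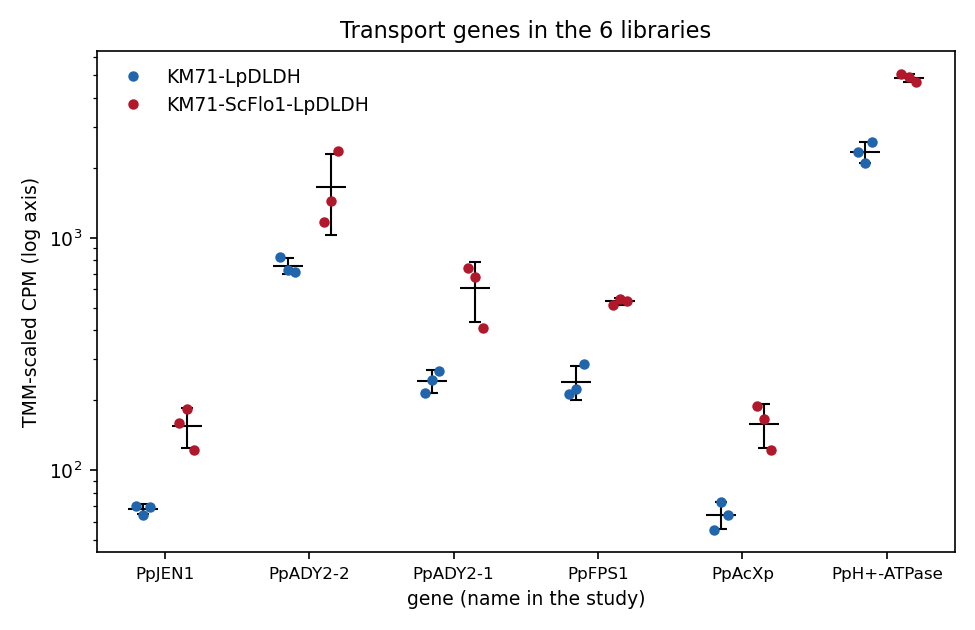
TMM-scaled CPM on a log axis (y axis) of the 6 transport genes (x axis, names as in the study). Each point is 1 library, blue for KM71-LpDLDH and red for KM71-ScFlo1-LpDLDH, and the black bars give the mean and SD of 3 libraries. The red points lie above the blue points for each gene, with the widest spread, an SD of 630 CPM, for PpADY2-2.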

For iron metabolism, these are genes that encode: (1) a ferric reductase (6.81-fold upregulation); (2) a Ferro-O2-oxidoreductase (3.80-fold upregulation); (3) a low-affinity Fe(II) transporter of the plasma membrane (3.85-fold upregulation); and (4) a Ferrioxamine B transporter (7.70-fold upregulation). 

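The ferric reductase, PAS_chr4_0240, rose from 31.0 ± 5.71 CPM (SD, n = 3) in KM71-LpDLDH to 214 ± 26.8 CPM (SD, n = 3) in KM71-ScFlo1-LpDLDH, a log2 fold change of 2.78 (standard error 0.18, adjusted p = 1.39e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The Ferro-O2-oxidoreductase, PAS_chr2-1_0787, was the most abundant of the 4, with 1120 ± 83.2 CPM (SD, n = 3) and 4310 ± 666 CPM (SD, n = 3), a log2 fold change of 1.94 (standard error 0.14). The low-affinity Fe(II) transporter, PAS_chr2-2_0009, varied most of the 4 relative to its mean between the replicates of KM71-ScFlo1-LpDLDH, with an SD of 54.9 CPM (n = 3) against 3.38 CPM (n = 3) in KM71-LpDLDH. Its log2 fold change was 1.95 (standard error 0.36), the adjusted p was 8.37e-05 from the same edgeR test, and leaving out each library in turn gave log2 fold changes between 1.58 and 2.20. The Ferrioxamine B transporter, PAS_chr3_0662, had 46.5 ± 1.48 CPM (SD, n = 3) and 362 ± 32.6 CPM (SD, n = 3), a log2 fold change of 2.96 (standard error 0.08), and ranked 21 among the rises of all tested genes. For each of the 4 genes the strains did not overlap.

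**Figure D3:**
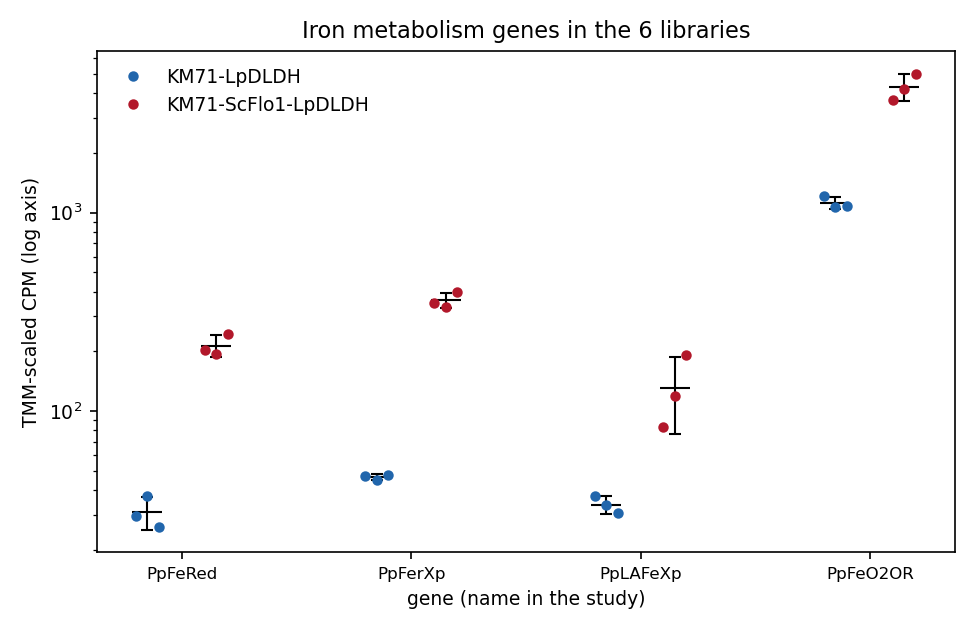
TMM-scaled CPM on a log axis (y axis) of the 4 iron metabolism genes (x axis, names as in the study). Each point is 1 library, blue for KM71-LpDLDH and red for KM71-ScFlo1-LpDLDH, with the mean and SD of 3 libraries as black bars. All red points lie above the blue points of the same gene.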

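The high-affinity zinc transporter, PAS_chr3_0516, had 30.6 ± 3.41 CPM (SD, n = 3) in KM71-LpDLDH and 863 ± 302 CPM (SD, n = 3) in KM71-ScFlo1-LpDLDH, a log2 fold change of 4.82 (standard error 0.30, adjusted p = 1.44e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It ranked 3 among the rises of all tested genes, and the gene with the next identifier number, PAS_chr3_0517, ranked 2. Reads of PAS_chr3_0517 may contribute to the rise of PAS_chr3_0516, since gene positions and strand were not analysed here. With each library left out in turn, the log2 fold change of PAS_chr3_0516 stayed between 4.51 and 5.03. The low-affinity zinc transporter, PAS_chr4_0516, was already abundant in KM71-LpDLDH, at 557 ± 21.7 CPM (SD, n = 3), and reached 3550 ± 521 CPM (SD, n = 3) in KM71-ScFlo1-LpDLDH, a log2 fold change of 2.67 (standard error 0.12).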

For zinc metabolism, these are genes that encode: (1) a high-affinity zinc transporter of the plasma membrane (27.98-fold upregulation); and (2) a low-affinity zinc transporter of the plasma membrane (6.31-fold upregulation). 

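The gene listed as homologous to SUR1, PAS_chr1-3_0218, had 45.8 ± 7.23 CPM (SD, n = 3) in KM71-LpDLDH and 188 ± 61.2 CPM (SD, n = 3) in KM71-ScFlo1-LpDLDH, a log2 fold change of 2.04 (standard error 0.32, adjusted p = 2.44e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with a gene of adjacent identifier number past both thresholds in the same direction. Reads of that neighbour may contribute to the rise of PAS_chr1-3_0218. The 3 genes listed as homologous to ESBP6 fell in every library of KM71-ScFlo1-LpDLDH below every library of KM71-LpDLDH. PAS_chr1-4_0132 fell most, from 1150 ± 207 CPM (SD, n = 3) to 104 ± 0.752 CPM (SD, n = 3), a log2 fold change of -3.47 (standard error 0.16). PAS_chr2-1_0309 fell from 428 ± 14.7 CPM (SD, n = 3) to 85.1 ± 4.11 CPM (SD, n = 3), a log2 fold change of -2.33 (standard error 0.05). PAS_chr3_0278 fell from 166 ± 13.6 CPM (SD, n = 3) to 41.4 ± 6.10 CPM (SD, n = 3), a 4.01-fold lower level (standard error 0.14 on the log2 scale). The same test gave these 3 genes adjusted p-values of at most 3.23e-07.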

Finally, for cell wall rigidity, we found a probable catalytic subunit of a mannosylinositol phosphorylceramide (MIPC) synthase (a homolog of *S. cerevisiae* SUR1; 4.09-fold upregulation) and probable monocarboxylate permease proteins (homologs of the *S. cerevisiae* ESBP6; 4–11-fold repression).

Our results indicate that *P. pastoris* and *S. cerevisiae* share many cellular responses to lactic acid stress, including the upregulation of genes involved in lactate transport and iron metabolism [26]. 

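The counts behind this step compare a strain with ScFLO1 and a strain without it, both carrying LpDLDH and grown in the same medium. From its results, the paper proposes that the yeasts share many responses to lactic acid stress, and it names the upregulation of lactate transport and iron metabolism genes as among them. Both thresholds were passed by 4 of the 4 iron metabolism genes and by 5 of the 8 genes that Table S2 lists as upregulated in transport, the lactate transporter among them.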

In *S. cerevisiae*, the lactate/H^+^ symporter Jen1 is involved in the transport of lactic acid, as well as other carboxylic acids such as pyruvate and acetate [62,63]. Previous studies have shown that *JEN1* is highly expressed in *S. cerevisiae* cells grown in high concentrations of lactic acid [64,65]. Interestingly, even though Jen1 was initially thought to only transport lactate into the cells, later research suggests it can also export lactate [66,67]. The overexpression of *JEN1* increases lactic acid production in *S. cerevisiae* [66]. Like Jen1, the proton–anion symporter Ady2 transports lactic acid as well as acetate, pyruvate, formate, propionate, and ammonia in *S. cerevisiae* [68,69,70]. The constitutive expression of *ADY2* in *S. cerevisiae* resulted in higher extracellular lactic acid production compared to strains with *ADY2* deletion [69]. In contrast, another study found that *ADY2* deletion improved the growth of *S. cerevisiae* under acetic acid stress, as well as with hydrogen peroxide and ethanol stress [71].

Iron metabolism also plays an important role in lactic acid tolerance in *S. cerevisiae* [26,61]. Under lactic acid stress, the expression of genes related to iron metabolism and homeostasis changes, and this is controlled by the transcription factor Aft1. The activation of Aft1 leads to changes in the expression levels of iron reductases, iron permeases, ferroxidases, and siderophore transporters [61]. The reason for this change in iron metabolism in response to lactic acid stress is not entirely clear, but it is thought that it could be due to either a reduction in the transport of iron or an increased need for iron within the cell, possibly because of iron’s ability to chelate and neutralize lactate. Altogether, our transcriptomics data provide insight into the gene expression changes in *P. pastoris* under high concentrations of lactic acid. The identification of differentially expressed genes, particularly those involved in lactate transport and iron metabolism, provides strong evidence for the role of these genes in adaptation and tolerance to lactic acid.

### 3.4. Overexpression of Several DE Genes Improved d-Lactic Acid Production

To better understand whether the increase in the expression of these genes affected d-lactic acid production, we overexpressed the individual genes using the constitutive P_GAP_ promoter in the strain KM71-LpDLDH, which overexpresses the enzyme *Lp*DLDH from *L. pseudomesenteroides*. We observed improved d-lactic acid production in several strains (Figure 7 and Figure 8). In particular, the strain that overexpressed the ferric reductase (*Pp*FerRed) had the highest d-lactic acid titer at 10.2 ± 0.3 g/L (with a yield of 0.33 g/g consumed glucose), which was a 2.5-fold improvement over the control strain. Other strains that had significant improvements in d-lactic acid production were those that overexpressed the plasma membrane H^+^-ATPase, the high-affinity zinc transporter, ADY2 homologs, the low-affinity zinc transporter, and the low-affinity iron transporter. Interestingly, overexpression of the Ferro-O2-oxidoreductase resulted in a significant decrease in d-lactic acid production to 1.7 ± 0.2 g/L (with a yield of 0.09 g/g consumed glucose), which was a 58% decrease in titer compared to the control strain.

## 4. Conclusions

This study demonstrates an advancement in the efficient microbial production of d-lactic acid. By incorporating a flocculation gene from *S. cerevisiae* (*ScFLO1*) and a d-lactate dehydrogenase gene from *L. pseudomesenteroides* (*LpDLDH*) into *P. pastoris* KM71, we were able to engineer a strain (KM71-ScFlo1-LpDLDH) that demonstrates increased tolerance to d-lactic acid and improved d-lactic acid production at a titer of 5.12 ± 0.35 g/L in 48 h, a 2.6-fold improvement over the control strain lacking *ScFLO1* expression. Our transcriptomics analysis of this strain provided insights into the underlying mechanism of increased tolerance, including the upregulation of genes involved in lactate transport and iron metabolism and the downregulation of genes involved in cell wall rigidity. We further demonstrated that the recombinant strain overexpressing the ferric reductase (*Pp*FerRed) had the highest d-lactic acid titer, at 10.2 ± 0.3 g/L (with a yield of 0.33 g/g consumed glucose), which was a 2.5-fold improvement over the control strain. To our knowledge, this is the highest d-lactic acid production titer reported in the *P. pastoris* system. This research presents a promising solution to the challenge of tolerance to d-lactic acid in microbial production, and holds the potential for further optimization and scaling up in industrial applications of bioplastic production.

## Figures and Tables

**Figure 1:**
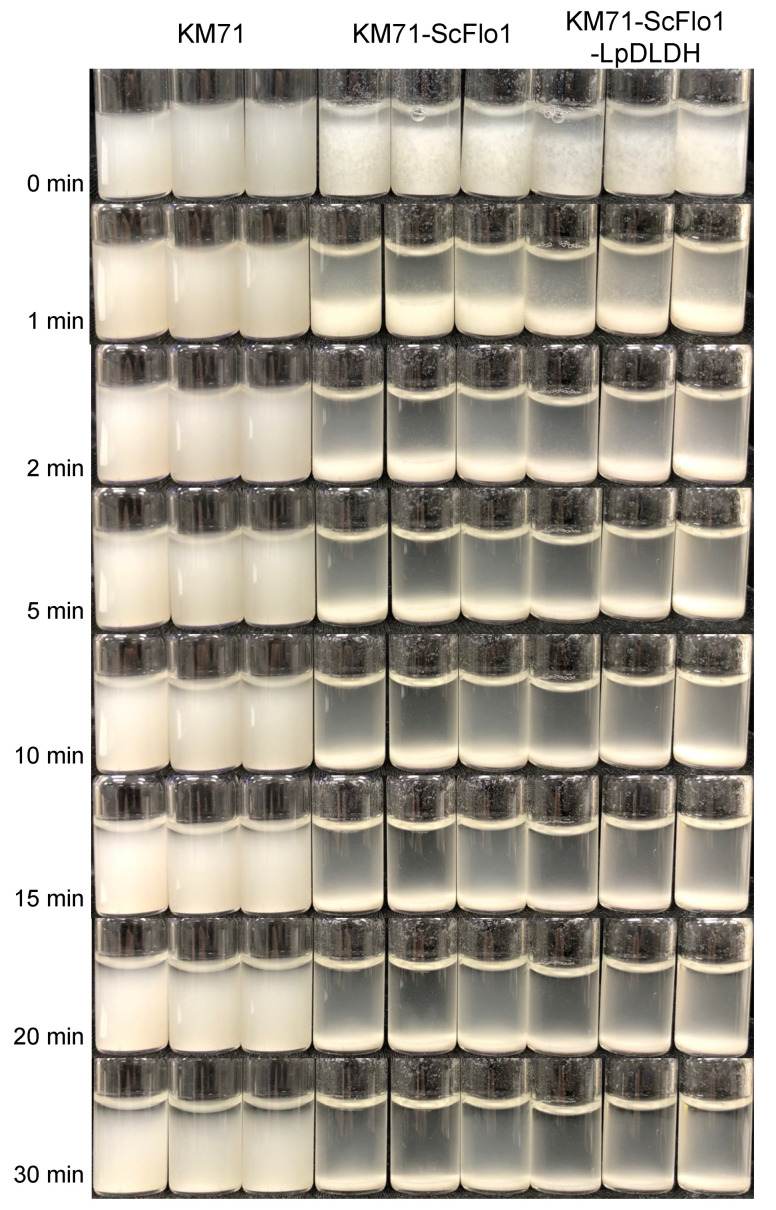
The flocculation phenotypes of engineered strains generated in this study. *P. pastoris* KM71, KM71-ScFlo1, and KM71-ScFlo1-LpDLDH were cultivated in MGYH-glu medium overnight at 30 °C at 250 rpm. One milliliter aliquots of the overnight cultures were transferred to 1.5 mL glass vials. The experiments were performed in biological triplicate.

**Figure 2:**
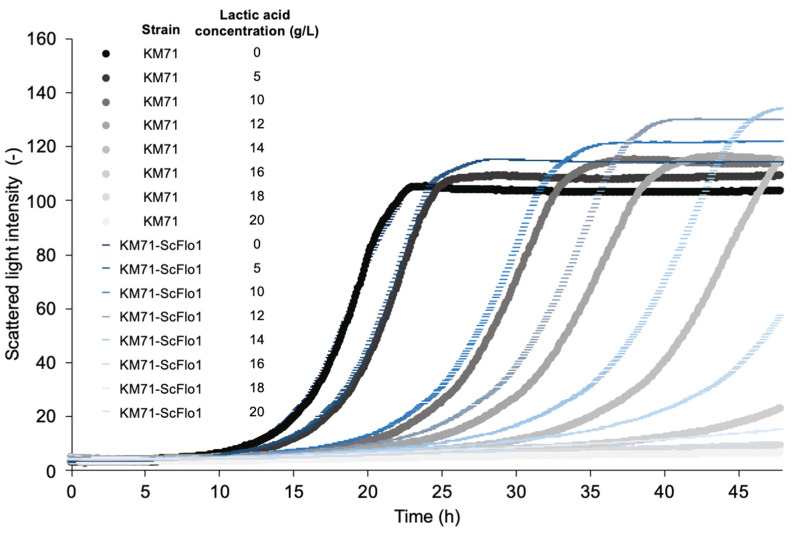
Effects of various lactic acid concentrations in YPD medium (liquid culture) on the growth of *P. pastoris* with or without *ScFlo1* overexpression. *P. pastoris* KM71 and KM71-ScFlo1 were cultivated in YPD medium with different concentrations (0, 5, 10, 12, 14, 16, 18, and 20 g/L) of lactic acid in a microflower plate. The cells were grown in the BioLector microfermenter (m2p labs) at 30 °C at 1100 rpm with 70% humidity for 48 h. Plates were sealed with porous film to minimize evaporation. The experiments were performed in biological triplicate.

**Figure 3:**
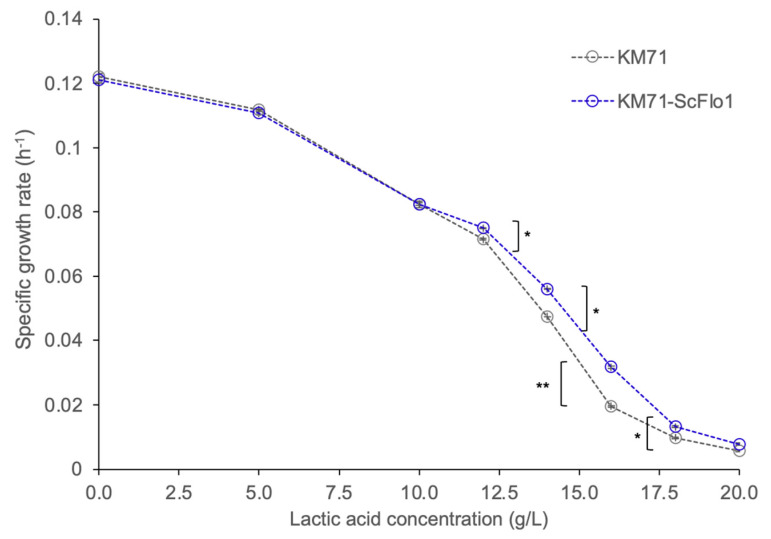
Effects of various lactic acid concentrations in YPD medium (liquid culture) on specific growth rates of *P. pastoris* with or without *ScFLO1* overexpression. Results are the mean of three biological replicates (*n* = 3). Error bars represent the standard deviation from three replicate experiments. * *p* < 0.05, ** *p* < 0.01, two-tail, unpaired, heteroscedastic Student’s *t*-test.

**Figure 4:**
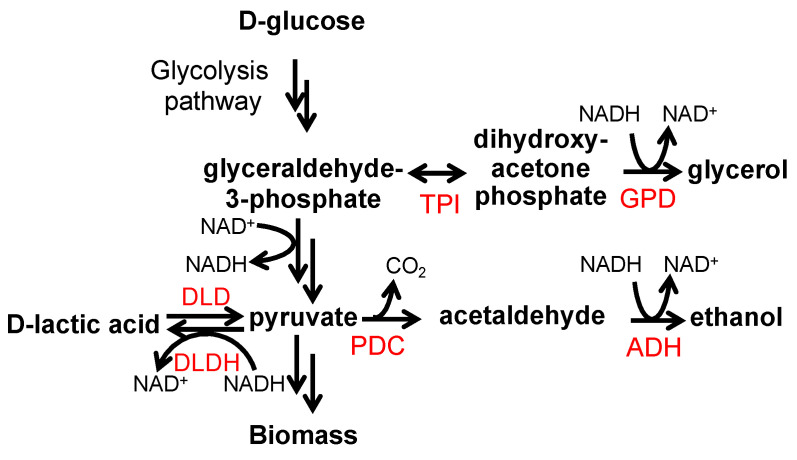
Production of d-lactic acid from glucose. The expression of a d-lactate dehydrogenase (DLDH) enzyme from lactic acid bacteria results in the production of d-lactic acid from pyruvate. By decreasing the production of ethanol and glycerol and limiting the degradation of d-lactic acid, the amount and yield of d-lactic acid can be increased. DLDH, lactic acid bacteria d-lactate dehydrogenase; DLD, endogenous d-lactate dehydrogenase; ADH, alcohol dehydrogenases; PDC, pyruvate decarboxylase; TPI, triosephosphate isomerase; and GPD, glycerol-3-phosphate dehydrogenases.

**Figure 5:**
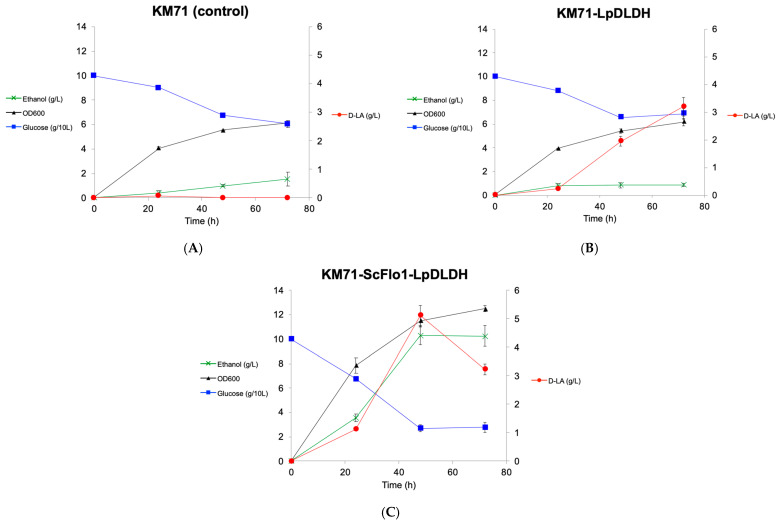
d-lactic acid production in the engineered *P. pastoris* strains: KM71 (control) (**A**), KM71-LpDLDH (**B**), and KM71-ScFlo1-LpDLDH (**C**). Values represent the mean of three biological replicates ± standard deviation (*n* = 3).

**Figure 6:**
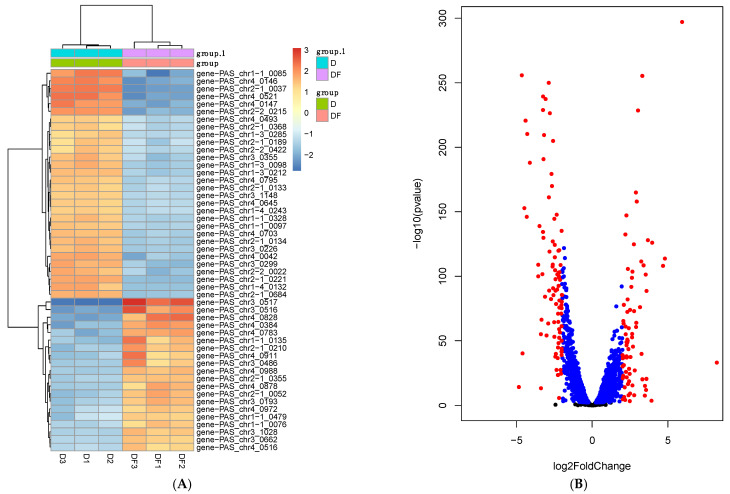
Gene expression heatmap (**A**) and a volcano plot (**B**) of d-lactic acid-producing *Pichia pastoris* with (DF1-3) or without (D1-3) *ScFLO1* overexpression.

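On log2 CPM values of the tested genes, the first principal component separated the strains and held 90.3% of the variance between the 6 libraries. Pearson correlations across genes, which are not independent replicates, were 0.992 for each pair of KM71-LpDLDH libraries, between 0.982 and 0.995 within KM71-ScFlo1-LpDLDH and between 0.867 and 0.889 across the strains. The second component, with 4.69% of the variance, separated replicate 3 from replicate 1 of KM71-ScFlo1-LpDLDH.

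**Figure D4:**
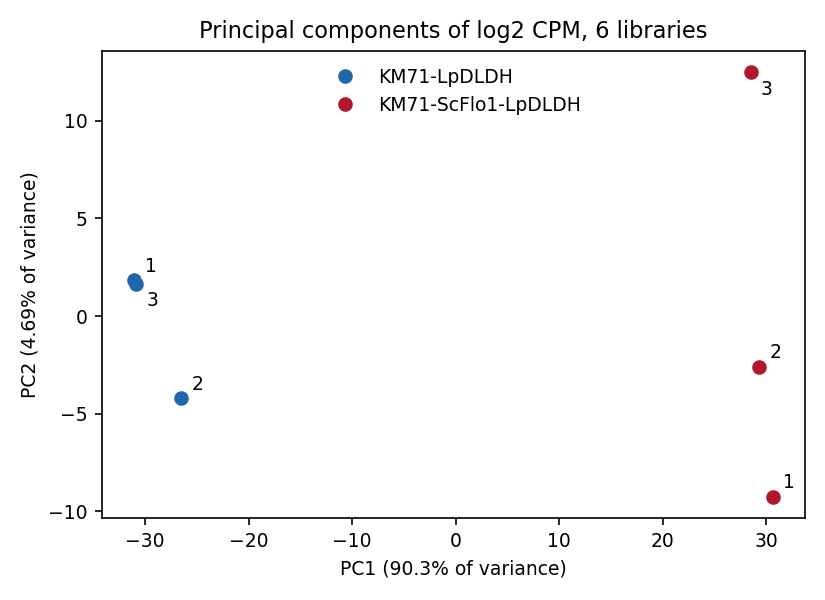
First principal component (x axis, 90.3% of the variance) and second principal component (y axis, 4.69% of the variance) of log2 CPM. Each point is 1 library, blue for KM71-LpDLDH and red for KM71-ScFlo1-LpDLDH, with its replicate number beside it. The strains lie at opposite ends of the x axis.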

**Figure 7:**
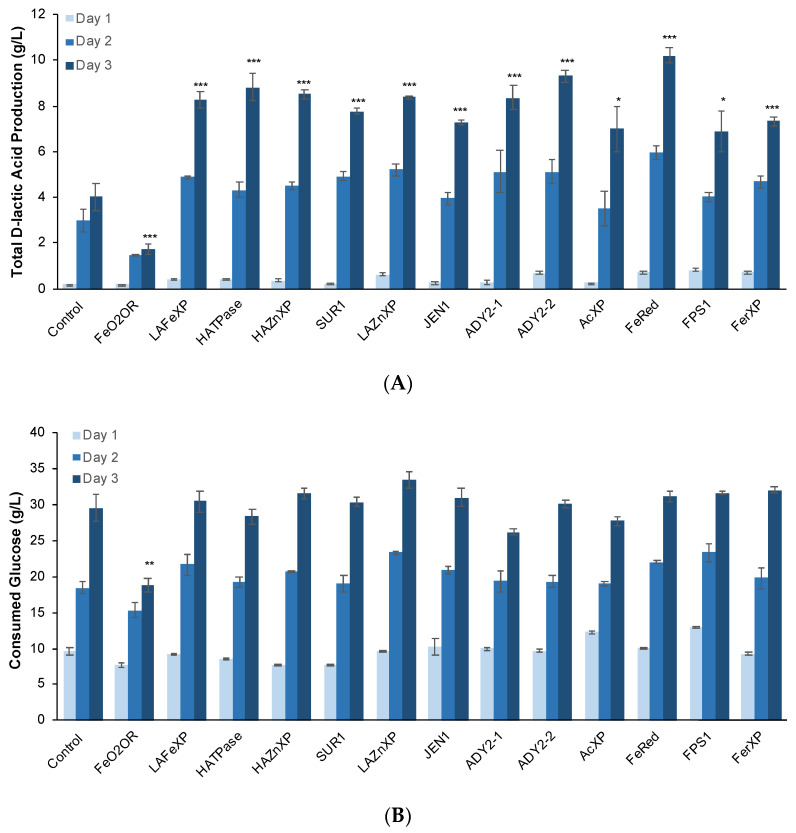
Overexpression of several DE genes improved the production of d-lactic acid. d-lactic acid production (**A**) and glucose consumption (**B**) of engineered *P. pastoris* strains overexpressing selected DE genes identified. Results are the mean of three biological replicates (*n* = 3). Error bars represent the standard deviation. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, two-tail, unpaired, heteroscedastic Student’s *t*-test. Statistical significance is shown for Day 3 results relative to control.

**Figure 8:**
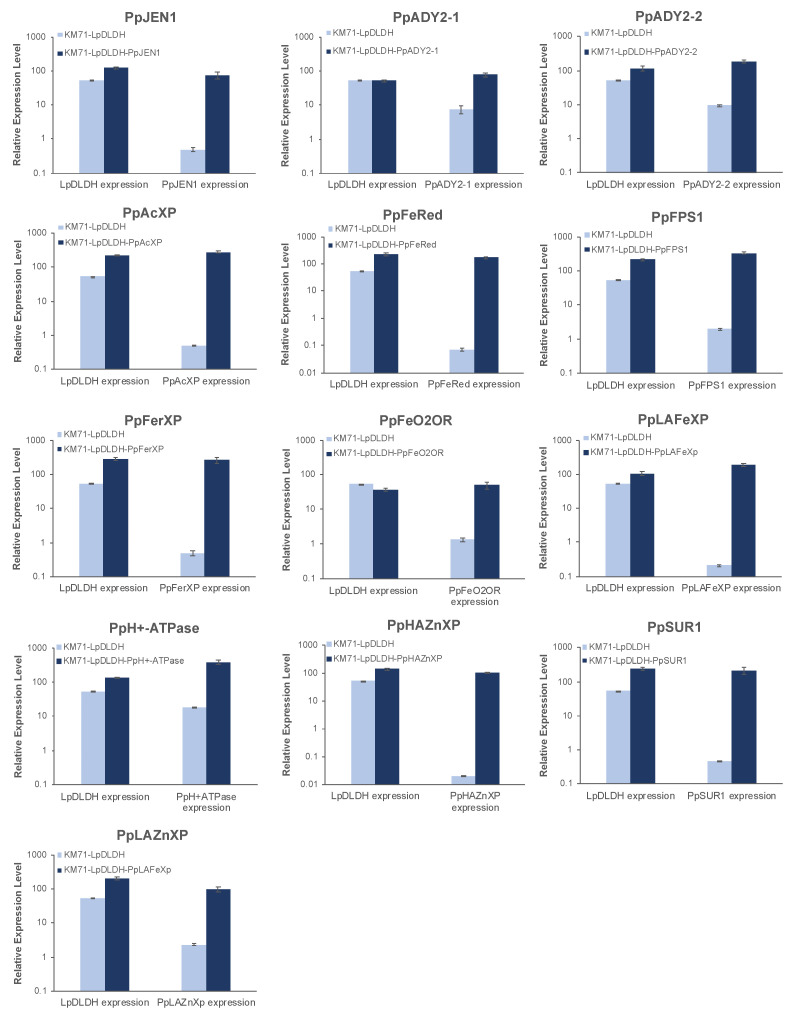
RT-PCR analysis of selected DE genes including *PpJEN1*, *PpADY2-1*, *PpADY2-2*, *PpFeRed*, *PpAcXP*, *PpLAZnXp*, *PpHAZnXP*, *PpFPS1*, *PpFerXP*, *PpSUR1*, *PpH^+^ATPase*, *PpFeO2OR*, *PpLAFeXp*, and *LpDLDH* in engineered yeast. Real-time PCR was performed in three biological replicates. Values represent the mean of three biological replicates ± standard deviation (*n* = 3).

**Table 1:** Engineered strains generated in this study.

Strain Name	Overexpressed Genes	Description	References
KM71	None	Laboratory strain	Invitrogen
KM71-ScFlo1	*ScFLO1*	KM71 overexpressing *ScFLO1* from *S. cerevisiae*	This study
KM71-ScFlo1-LpDLDH	*ScFLO1*, *LpDLDH*	KM71 overexpressing *ScFLO1* from *S. cerevisiae* and *LpDLDH* from *Leuconostoc pseudomesenteroides*	This study
KM71-LpDLDH	*LpDLDH*	KM71 overexpressing *LpDLDH* from *L. pseudomesenteroides*	This study
KM71-LpDLDH-PpJEN1	*LpDLDH, PpJEN1*	KM71-LpDLDH overexpressing endogenous *JEN1*	This study
KM71-LpDLDH-PpADY2-1	*LpDLDH, PpADY2-1*	KM71-LpDLDH overexpressing endogenous *ADY2-1*	This study
KM71-LpDLDH-PpADY2-2	*LpDLDH, PpADY2-2*	KM71-LpDLDH overexpressing endogenous *ADY2-2*	This study
KM71-LpDLDH-PpFeRed	*LpDLDH, PpFeRed*	KM71-LpDLDH overexpressing endogenous *FeRed*	This study
KM71-LpDLDH-PpAcXP	*LpDLDH, PpAcXP*	KM71-LpDLDH overexpressing endogenous *AcXP*	This study
KM71-LpDLDH-PpLAZnXP	*LpDLDH, PpLAZnXP*	KM71-LpDLDH overexpressing endogenous *LAZnXP*	This study
KM71-LpDLDH-PpHAZnXP	*LpDLDH, PpHAZnXP*	KM71-LpDLDH overexpressing endogenous *HAZnXP*	This study
KM71-LpDLDH-PpFPS1	*LpDLDH, PpFPS1*	KM71-LpDLDH overexpressing endogenous *FPS1*	This study
KM71-LpDLDH-PpFerXP	*LpDLDH, PpFerXP*	KM71-LpDLDH overexpressing endogenous *FerXP*	This study
KM71-LpDLDH-PpSUR1	*LpDLDH, PpSUR1*	KM71-LpDLDH overexpressing endogenous *SUR1*	This study
KM71-LpDLDH-PpH^+^-ATPase	*LpDLDH, PpH^+^-ATPase*	KM71-LpDLDH overexpressing endogenous *H^+^-ATPase*	This study
KM71-LpDLDH-PpFeO2OR	*LpDLDH, PpFeO2OR*	KM71-LpDLDH overexpressing endogenous *FeO2OR*	This study
KM71-LpDLDH-PpLAFeXp	*LpDLDH, PpLAFeXP*	KM71-LpDLDH overexpressing endogenous *LAFeXP*	This study

## Data Availability

All data generated or analyzed during this study are included in this published article and its Supplementary Information Files. All raw reads used in the transcriptomic analysis were deposited in the NCBI with the access number GSE224837.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jof9040409/s1, Table S1: Primers used in this study; Table S2: Selected differentially expressed genes identified from transcriptomic analysis; Table S3. Effects of various lactic acid concentrations in YPD medium (liquid culture) on specific growth rates of *P. pastoris* with or without ScFLO1 overexpression. Supplementary File S1: Tabulated differentially expressed genes identified from transcriptomic analysis.

# Supplementary material for: Engineering Flocculation for Improved Tolerance and Production of d-Lactic Acid in Pichia pastoris
**Source:** J Fungi (Basel). 2023 Mar 27;9(4):409. doi: 10.3390/jof9040409
**Supplement:** Supplementary file 1

**Supporting Information for Engineering Flocculation for Improved Tolerance and Production of D-lactic Acid in *Pichia pastoris***

Kittapong Sae-Tang ^1^, Pornsiri Bumrungtham ^1^, Wuttichai Mhuantong ^1^, Verawat Champreda ^1^,
Sutipa Tanapongpipat ^1^, Xin-Qing Zhao ^2^, Chen-Guang Liu ^2^ and Weerawat Runguphan ^1,^*

Developmental Sciences, School of Life Sciences and Biotechnology, Shanghai Jiao Tong University,
Shanghai 200240, China

**Table S1. Primers used in this study**

| **Primer Name** | **Sequence (5’ to 3’)** |
| --- | --- |
| Flo1-hom-F | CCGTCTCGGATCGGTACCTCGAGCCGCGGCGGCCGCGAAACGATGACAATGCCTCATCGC |
| Flo1-hom-R | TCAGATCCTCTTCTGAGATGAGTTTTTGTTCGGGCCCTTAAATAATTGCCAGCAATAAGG |
| ScFlo1-5'Seq-R | TAATAGTAGCCAGCGTAC |
| ScFlo1-3'Seq-F | TTAGCGGCGTCACAACAG |
| LpDLDH-F | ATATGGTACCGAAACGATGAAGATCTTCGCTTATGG |
| LpDLDH-R | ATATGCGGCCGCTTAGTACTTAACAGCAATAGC |
| PpJEN1_EcoRI-F | ATAGAATTCATGTCGCATTCAATCCATTC |
| PpJEN1_NotI-R | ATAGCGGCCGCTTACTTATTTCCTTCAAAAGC |
| PpADY2-2_EcoRI-F | ATAGAATTCATGTCTACTCATCAAGATATC |
| PpADY2-2_NotI-R | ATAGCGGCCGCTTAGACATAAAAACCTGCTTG |
| PpADY2-1_EcoRI-F | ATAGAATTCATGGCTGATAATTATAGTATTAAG |
| PpADY2-1_NotI-R | ATAGCGGCCGCCTATTTGGTTCGGAGACC |
| PpFps1_EcoRI-F | ATAGAATTCATGTCATATTCAAAACCACAA |
| PpFps1_NotI-R | ATAGCGGCCGCCTAGGCAATAGTTGGAGC |
| PpAcXp_EcoRI-F | ATAGAATTCATGTCCGAATCTCCGAAT |
| PpAcXp_NotI-R | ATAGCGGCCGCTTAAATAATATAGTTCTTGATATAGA |
| PpFeRed_EcoRI-F | ATAGAATTCATGCTACAATTTATTCCTGTG |
| PpFeRed_NotI-R | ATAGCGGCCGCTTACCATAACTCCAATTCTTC |
| PpFerXp_EcoRI-F | ATAGAATTCATGTCTGCTGAATCTGTG |
| PpFerXp_NotI-R | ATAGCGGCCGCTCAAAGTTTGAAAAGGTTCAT |
| PpLAFeXp_EcoRI-F | ATAGAATTCATGGGCTTCTGGAGAAAT |
| PpLAFeXp_NotI-R | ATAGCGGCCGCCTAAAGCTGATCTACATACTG |
| PpFeO2OR_EcoRI-F | ATAGAATTCATGTTTGTATTCGAACCAG |
| PpFeO2OR_NotI-R | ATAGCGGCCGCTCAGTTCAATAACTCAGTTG |
| PpLAZnXp_EcoRI-F | ATAGAATTCATGTTATTCCCTAGAGAAACC |
| PpLAZnXp_NotI-R | ATAGCGGCCGCTTAGGCCCATTTTCCAAG |
| PpHATPase_XhoI-F | ATACTCGAGATGTCCGCTGAAGAGCCA |
| PpHATPase_NotI-R | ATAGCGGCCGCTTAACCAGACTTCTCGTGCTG |
| PpSUR1_EcoRI-F | ATAGAATTCATGAAAACAGAGCTTAAGATC |
| PpSUR1_NotI-R | ATAGCGGCCGCCTACATGGGTTGGTTCAT |
| PpHAZnXp_EcoRI-F | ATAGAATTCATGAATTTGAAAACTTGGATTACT |
| PpHAZnXp-hom1-R | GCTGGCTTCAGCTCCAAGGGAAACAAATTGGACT |
| PpHAZnXp-hom2-F | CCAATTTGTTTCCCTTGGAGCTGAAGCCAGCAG |
| PpHAZnXp_NotI-R | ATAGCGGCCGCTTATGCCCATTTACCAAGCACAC |

**Table S2. Selected differentially expressed genes identified from transcriptomic analysis**

| **Gene ID** | **Log2FoldChange** | **P_adj_** | **Genbank Accession** | **Product** |
| --- | --- | --- | --- | --- |
| **Upregulated genes** | | | | |
| **Transport** | | | | |
| gene-PAS_chr4_0836 | 0.387376818 | 0.02229365 | XM_002494240.1 | Polyamine transport protein, recognizes spermine, putrescine, and spermidine (homolog to *ScTPO2/ScTPO3*) |
| gene-PAS_chr3_0440 | 1.175922768 | 8.07E-15 | XM_002492622.1 | Lactate transporter (homolog of *ScJEN1*) |
| gene-PAS_chr1-1_0378 | 1.121604232 | 3.38E-07 | XM_002489992.1 | Putative transmembrane protein involved in export of ammonia (homolog of *ScADY2*) |
| gene-PAS_chr1-1_0418 | 0.80951578 | 0.00092879 | XM_002490032.1 | Acetate transporter required for normal sporulation (homolog of *ScADY2*) |
| gene-PAS_chr2-1_0874 | 1.314475951 | 1.41E-11 | XM_002491529.1 | hypothetical protein (homolog of *ScADY2* and *ScATO2/ScATO3*) |
| gene-PAS_chr4_0832 | 0.776259912 | 5.87E-08 | XM_002494235.1 | Plasma membrane ATP-binding cassette (ABC) transporter (homolog of *ScPDR12*) |
| gene-PAS_chr4_0784 | 1.131804182 | 3.51E-18 | XM_002494184.1 | Putative channel-like protein (homolog of *ScFps1*) |
| gene-PAS_chr2-1_0649 | 1.286738148 | 4.01E-14 | XM_002491528.1 | Acetate transporter required for normal sporulation |
| **Iron metabolism** | | | | |
| gene-PAS_chr4_0240 | 2.768506107 | 5.12E-72 | XM_002493603.1 | Ferric reductase, reduces siderophore-bound iron prior to uptake by transporters |
| gene-PAS_chr3_0662 | 2.945776706 | 2.82E-156 | XM_002492843.1 | Ferrioxamine B transporter |
| gene-PAS_chr2-2_0009 | 1.945055952 | 2.69E-07 | XM_002492163.1 | Low-affinity Fe(II) transporter of the plasma membrane |
| gene-PAS_chr2-1_0787 | 1.926646843 | 5.48E-48 | XM_002491680.1 | Ferro-O2-oxidoreductase |
| **Zinc metabolism** | | | | |
| gene-PAS_chr3_0516 | 4.806211183 | 2.44E-112 | XM_002492699.1 | High-affinity zinc transporter of the plasma membrane |
| gene-PAS_chr4_0516 | 2.657951151 | 2.52E-102 | XM_002493905.1 | Low-affinity zinc transporter of the plasma membrane |
| **H+-ATPase** |  |  |  |  |
| gene-PAS_chr1-1_0002 | 1.043159543 | 4.61E-23 | XM_002489588.1 | Plasma membrane H+-ATPase, pumps protons out of the cell |
| **Cell wall rigidity** | | | | |
| gene-PAS_chr1-3_0218 | 2.020911229 | 9.73E-21 | XM_002489517.1 | Probable catalytic subunit of a mannosylinositol phosphorylceramide (MIPC) synthase (homolog of ScSUR1) |
| **Downregulated genes** | | | | |
| **Transporter** | | | | |
| gene-PAS_chr1-1_0398 | -2.022988078 | 2.64E-38 | XM_002490011.1 | Plasma membrane ATP binding cassette (ABC) transporter (Homolog of ScPDR12) |
| gene-PAS_chr1-4_0431 | -2.357365091 | 5.67E-27 | XM_002490517.1 | Plasma membrane multidrug transporter of the major facilitator superfamily (homolog to ScTPO2/TPO3) |
| gene-PAS_chr1-3_0215 | -1.003365594 | 6.09E-08 | XM_002489514.1 | Polyamine transport protein specific for spermine (homolog for ScTPO2/TPO3) |
| gene-PAS_chr2-1_0309 | -2.345279323 | 3.79E-146 | XM_002491159.1 | Protein with similarity to mammalian monocarboxylate permeases (homolog to ScESBP6) |
| **Cell wall rigidity** | | | | |
| gene-PAS_chr3_0278 | -2.016503103 | 2.65E-49 | XM_002492451.1 | Protein with similarity to monocarboxylate permeases (Homolog of ScESBP6) |
| gene-PAS_chr2-1_0309 | -2.345279323 | 3.79E-146 | XM_002491159.1 | Protein with similarity to mammalian monocarboxylate permeases (homolog to ScESBP6) |
| gene-PAS_chr1-4_0132 | -3.481877776 | 2.26E-137 | XM_002490196.1 | Protein with similarity to mammalian monocarboxylate permease (Homolog of ScESBP6) |

**Table S3. Effects of various lactic acid concentrations in YPD medium (liquid culture) on specific growth rates of *P. pastoris* with or without *ScFLO1* overexpression.**

| **Lactic acid concentration (g/L)** | **Specific growth rate (h^-1^)** | |
| --- | --- | --- |
|  | **KM71** | **KM71-ScFlo1** |
| 0 | 0.1221 ± 0.0011 | 0.1211 ± 0.0011 |
| 5 | 0.1119 ± 0.0002 | 0.1108 ± 0.0006 |
| 10 | 0.0825 ± 0.0011 | 0.0825 ± 0.0004 |
| 12 | 0.0715 ± 0.0003 | 0.0751 ± 0.0002 |
| 14 | 0.0475 ± 0.0000 | 0.0561 ± 0.0002 |
| 16 | 0.0195 ± 0.0003 | 0.0318 ± 0.0004 |
| 18 | 0.0097 ± 0.0003 | 0.0132 ± 0.0003 |
| 20 | 0.0057 ± 0.0002 | 0.0078 ± 0.0003 |

# Supplementary material for: Engineering Flocculation for Improved Tolerance and Production of d-Lactic Acid in Pichia pastoris
**Source:** J Fungi (Basel). 2023 Mar 27;9(4):409. doi: 10.3390/jof9040409
**Supplement:** Supplementary file 1

# Supporting Information for Engineering Flocculation for Improved Tolerance and Production of D-lactic Acid in *Pichia pastoris*

Kittapong Sae-Tang <sup>1</sup>, Pornsiri Bumrungham <sup>1</sup>, Wuttichai Mhuantong <sup>1</sup>, Verawat Champreda <sup>1</sup>,  
Sutipa Tanapongpipat <sup>1</sup>, Xin-Qing Zhao <sup>2</sup>, Chen-Guang Liu <sup>2</sup> and Weerawat Runguphan <sup>1,\*</sup>

**Table S1. Primers used in this study**

| Primer Name      | Sequence (5' to 3')                                          |
|------------------|--------------------------------------------------------------|
| Flo1-hom-F       | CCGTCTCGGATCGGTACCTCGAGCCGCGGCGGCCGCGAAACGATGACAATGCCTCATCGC |
| Flo1-hom-R       | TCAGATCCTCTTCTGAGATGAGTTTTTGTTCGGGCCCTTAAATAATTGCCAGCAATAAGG |
| ScFlo1-5'Seq-R   | TAATAGTAGCCAGCGTAC                                           |
| ScFlo1-3'Seq-F   | TTAGCGGCGTCACAACAG                                           |
| LpDLDH-F         | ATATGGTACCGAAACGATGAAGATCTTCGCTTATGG                         |
| LpDLDH-R         | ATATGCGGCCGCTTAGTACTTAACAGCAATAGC                            |
| PpJEN1_EcoRI-F   | ATAGAATTCATGTCTGCATTCAATCCATTC                               |
| PpJEN1_NotI-R    | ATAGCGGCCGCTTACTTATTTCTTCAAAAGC                              |
| PpADY2-2_EcoRI-F | ATAGAATTCATGTCTACTCATCAAGATATC                               |

|                  |                                       |
|------------------|---------------------------------------|
| PpADY2-2_NotI-R  | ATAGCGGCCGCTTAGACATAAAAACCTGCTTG      |
| PpADY2-1_EcoRI-F | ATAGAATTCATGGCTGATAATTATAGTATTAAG     |
| PpADY2-1_NotI-R  | ATAGCGGCCGCCTATTTGGTTCGGAGACC         |
| PpFps1_EcoRI-F   | ATAGAATTCATGTCATATTCAAACCCACAA        |
| PpFps1_NotI-R    | ATAGCGGCCGCCTAGGCAATAGTTGGAGC         |
| PpAcXp_EcoRI-F   | ATAGAATTCATGTCCGAATCTCCGAAT           |
| PpAcXp_NotI-R    | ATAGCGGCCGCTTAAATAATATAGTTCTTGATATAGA |
| PpFeRed_EcoRI-F  | ATAGAATTCATGCTACAATTTATTCCTGTG        |
| PpFeRed_NotI-R   | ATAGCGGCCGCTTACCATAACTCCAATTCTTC      |
| PpFerXp_EcoRI-F  | ATAGAATTCATGTCTGCTGAATCTGTG           |
| PpFerXp_NotI-R   | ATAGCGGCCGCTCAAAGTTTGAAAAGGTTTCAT     |
| PpLAFeXp_EcoRI-F | ATAGAATTCATGGGCTTCTGGAGAAAT           |
| PpLAFeXp_NotI-R  | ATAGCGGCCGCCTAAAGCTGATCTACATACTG      |
| PpFeO2OR_EcoRI-F | ATAGAATTCATGTTTGTATTCTGAACCAG         |
| PpFeO2OR_NotI-R  | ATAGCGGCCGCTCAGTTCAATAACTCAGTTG       |
| PpLAZnXp_EcoRI-F | ATAGAATTCATGTTATTCCCTAGAGAAACC        |
| PpLAZnXp_NotI-R  | ATAGCGGCCGCTTAGGCCCATTTTCCAAG         |
| PpHATPase_XhoI-F | ATACTCGAGATGTCCGCTGAAGAGCCA           |
| PpHATPase_NotI-R | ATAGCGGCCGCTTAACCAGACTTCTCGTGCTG      |

|                  |                                    |
|------------------|------------------------------------|
| PpSUR1_EcoRI-F   | ATAGAATTCATGAAAACAGAGCTTAAGATC     |
| PpSUR1_NotI-R    | ATAGCGGCCGCTACATGGGTTGGTTCAT       |
| PpHAZnXp_EcoRI-F | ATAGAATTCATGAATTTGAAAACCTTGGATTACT |
| PpHAZnXp-hom1-R  | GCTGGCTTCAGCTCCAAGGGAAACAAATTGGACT |
| PpHAZnXp-hom2-F  | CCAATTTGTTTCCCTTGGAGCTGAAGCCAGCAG  |
| PpHAZnXp_NotI-R  | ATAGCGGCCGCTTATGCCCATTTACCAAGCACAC |

**Table S2. Selected differentially expressed genes identified from transcriptomic analysis**

| Gene ID                  | Log2FoldChange | P <sub>adj</sub> | Genbank Accession | Product                                                                                                         |
|--------------------------|----------------|------------------|-------------------|-----------------------------------------------------------------------------------------------------------------|
| <b>Upregulated genes</b> |                |                  |                   |                                                                                                                 |
| <b>Transport</b>         |                |                  |                   |                                                                                                                 |
| gene-PAS_chr4_0836       | 0.387376818    | 0.02229365       | XM_002494240.1    | Polyamine transport protein, recognizes spermine, putrescine, and spermidine (homolog to <i>ScTPO2/ScTPO3</i> ) |
| gene-PAS_chr3_0440       | 1.175922768    | 8.07E-15         | XM_002492622.1    | Lactate transporter (homolog of <i>ScJEN1</i> )                                                                 |
| gene-PAS_chr1-1_0378     | 1.121604232    | 3.38E-07         | XM_002489992.1    | Putative transmembrane protein involved in export of ammonia (homolog of <i>ScADY2</i> )                        |
| gene-PAS_chr1-1_0418     | 0.80951578     | 0.00092879       | XM_002490032.1    | Acetate transporter required for normal sporulation (homolog of <i>ScADY2</i> )                                 |
| gene-PAS_chr2-1_0874     | 1.314475951    | 1.41E-11         | XM_002491529.1    | hypothetical protein (homolog of <i>ScADY2</i> and <i>ScATO2/ScATO3</i> )                                       |
| gene-PAS_chr4_0832       | 0.776259912    | 5.87E-08         | XM_002494235.1    | Plasma membrane ATP-binding cassette (ABC) transporter (homolog of <i>ScPDR12</i> )                             |
| gene-PAS_chr4_0784       | 1.131804182    | 3.51E-18         | XM_002494184.1    | Putative channel-like protein (homolog of <i>ScFps1</i> )                                                       |
| gene-PAS_chr2-1_0649     | 1.286738148    | 4.01E-14         | XM_002491528.1    | Acetate transporter required for normal sporulation                                                             |
| <b>Iron metabolism</b>   |                |                  |                   |                                                                                                                 |

|                             |              |           |                |                                                                                                         |
|-----------------------------|--------------|-----------|----------------|---------------------------------------------------------------------------------------------------------|
| gene-PAS_chr4_0240          | 2.768506107  | 5.12E-72  | XM_002493603.1 | Ferric reductase, reduces siderophore-bound iron prior to uptake by transporters                        |
| gene-PAS_chr3_0662          | 2.945776706  | 2.82E-156 | XM_002492843.1 | Ferrioxamine B transporter                                                                              |
| gene-PAS_chr2-2_0009        | 1.945055952  | 2.69E-07  | XM_002492163.1 | Low-affinity Fe(II) transporter of the plasma membrane                                                  |
| gene-PAS_chr2-1_0787        | 1.926646843  | 5.48E-48  | XM_002491680.1 | Ferro-O2-oxidoreductase                                                                                 |
| <b>Zinc metabolism</b>      |              |           |                |                                                                                                         |
| gene-PAS_chr3_0516          | 4.806211183  | 2.44E-112 | XM_002492699.1 | High-affinity zinc transporter of the plasma membrane                                                   |
| gene-PAS_chr4_0516          | 2.657951151  | 2.52E-102 | XM_002493905.1 | Low-affinity zinc transporter of the plasma membrane                                                    |
| <b>H<sup>+</sup>-ATPase</b> |              |           |                |                                                                                                         |
| gene-PAS_chr1-1_0002        | 1.043159543  | 4.61E-23  | XM_002489588.1 | Plasma membrane H <sup>+</sup> -ATPase, pumps protons out of the cell                                   |
| <b>Cell wall rigidity</b>   |              |           |                |                                                                                                         |
| gene-PAS_chr1-3_0218        | 2.020911229  | 9.73E-21  | XM_002489517.1 | Probable catalytic subunit of a mannosylinositol phosphorylceramide (MIPC) synthase (homolog of ScSUR1) |
| <b>Downregulated genes</b>  |              |           |                |                                                                                                         |
| <b>Transporter</b>          |              |           |                |                                                                                                         |
| gene-PAS_chr1-1_0398        | -2.022988078 | 2.64E-38  | XM_002490011.1 | Plasma membrane ATP binding cassette (ABC) transporter (Homolog of ScPDR12)                             |
| gene-PAS_chr1-4_0431        | -2.357365091 | 5.67E-27  | XM_002490517.1 | Plasma membrane multidrug transporter of the major facilitator superfamily (homolog to ScTPO2/TPO3)     |
| gene-PAS_chr1-3_0215        | -1.003365594 | 6.09E-08  | XM_002489514.1 | Polyamine transport protein specific for spermine (homolog for ScTPO2/TPO3)                             |
| gene-PAS_chr2-1_0309        | -2.345279323 | 3.79E-146 | XM_002491159.1 | Protein with similarity to mammalian monocarboxylate permeases (homolog to ScESBP6)                     |
| <b>Cell wall rigidity</b>   |              |           |                |                                                                                                         |
| gene-PAS_chr3_0278          | -2.016503103 | 2.65E-49  | XM_002492451.1 | Protein with similarity to monocarboxylate permeases (Homolog of ScESBP6)                               |
| gene-PAS_chr2-1_0309        | -2.345279323 | 3.79E-146 | XM_002491159.1 | Protein with similarity to mammalian monocarboxylate permeases (homolog to ScESBP6)                     |
| gene-PAS_chr1-4_0132        | -3.481877776 | 2.26E-137 | XM_002490196.1 | Protein with similarity to mammalian monocarboxylate permease (Homolog of ScESBP6)                      |

**Table S3. Effects of various lactic acid concentrations in YPD medium (liquid culture) on specific growth rates of *P. pastoris* with or without *ScFLO1* overexpression.**

| Lactic acid concentration (g/L) | Specific growth rate (h <sup>-1</sup> ) |                 |
|---------------------------------|-----------------------------------------|-----------------|
|                                 | KM71                                    | KM71-ScFlo1     |
| 0                               | 0.1221 ± 0.0011                         | 0.1211 ± 0.0011 |
| 5                               | 0.1119 ± 0.0002                         | 0.1108 ± 0.0006 |
| 10                              | 0.0825 ± 0.0011                         | 0.0825 ± 0.0004 |
| 12                              | 0.0715 ± 0.0003                         | 0.0751 ± 0.0002 |
| 14                              | 0.0475 ± 0.0000                         | 0.0561 ± 0.0002 |
| 16                              | 0.0195 ± 0.0003                         | 0.0318 ± 0.0004 |
| 18                              | 0.0097 ± 0.0003                         | 0.0132 ± 0.0003 |
| 20                              | 0.0057 ± 0.0002                         | 0.0078 ± 0.0003 |

How the deposited data were processed for this re-analysis (not part of the article)

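RNA from 3 cultures of KM71-ScFlo1-LpDLDH and 3 cultures of KM71-LpDLDH, sampled in MGYH medium after about 21 h, was compared. The methods state removal of ambiguous bases and low-quality sequences with fastp, mapping to the P. pastoris GS115 genome with HISAT2 and counting with HTSeq-count. Tool versions and the use of strand in counting are not given in the sources used here. The authors deposited 1 table of whole-number read counts per gene. The table is named as normalized, but its values were treated as raw counts for 3 reasons. They are whole numbers, the library totals differ, and DESeq2 run on them as raw counts with no filter on low counts gave the log2 fold changes of the 22 genes of Table S2 to within 4.6e-10 and their adjusted p-values to within 0.28%. Had the counts been divided by DESeq2 size factors, these would be near 1, and they ranged from 0.872 to 1.15. The number of table columns that belong to no sample was 0.

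The planned test for normalized values was limma on log2 values, with edgeR's quasi-likelihood test planned in case the table held raw counts, so the latter was the test used. Genes with a mean of at least 10 reads over the 6 libraries were kept (5029 genes, with 11 left out), libraries were scaled by TMM, and the prior count of the fit was 0.125. A gene was called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and a fold change above 2, the thresholds the methods state. The test was run with edgeR 4.0.16 in R 4.3.3, with DESeq2 1.42.0 and limma 3.58.1 for the alternatives. Standard errors were computed from the log2 CPM of the replicates with a prior count of 2, and principal components and correlations from the same values. The test was checked on counts simulated from the means, dispersions and library sizes of these 5029 genes, with 200 genes changed in either direction between 3 libraries and 3. edgeR, DESeq2 and limma each called 200 of the 200 changed genes and 0 of the others at both thresholds, while 11, 21 and 11 unchanged genes passed the adjusted p alone. All simulated changes exceeded the fold change cut-off and the other genes had none, so calls near the cut-off were not tested. Only 200 genes changed, against 3227 past the adjusted p in the data, so scaling under broad change was not tested either.

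Library totals between 10386352 and 12767753 reads leave little counting error for abundant genes, while genes with a few reads in one strain are given as ratios with exact binomial intervals at 95% that cover counting error only. The rule for the genes named in the text was set before the data were examined. It takes the genes of Table S2, whose values in that table had been seen, and the genes with the largest rises and falls among those past both thresholds with no overlap between the strains. The rule took 5 in each direction. PAS_chr3_0516, which ranked 3 among the rises, is named as a gene of Table S2. Apart from it, 2 in each direction are named, which is fewer than the rule took. No table used here pairs these or the other identifiers with names. The rule also held genes to be found by annotation (among them HIS4, ARG4, AOX1, flocculin, pyruvate decarboxylase and alcohol dehydrogenase genes), and gene set tests were planned. They were not run, since 0 identifiers of the gene table used as reference, which is for another assembly, matched those of the counts. Corrections for GC content and gene length were not run for the same reason. The alternatives were other prior counts, filters, scalings and thresholds, DESeq2, limma, the replicate number as a block, and each library left out in turn.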

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

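The tests on PAS_chr4_0878 and PAS_chr3_0517 in this part were chosen after their values were seen. The count of other splits of the libraries was planned.

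The paper's text discusses genes of Table S2, and 807 genes outside that table passed both thresholds between the strains. Of the 10 ways to split the 6 libraries into 3 and 3, 1 gave as many calls, the split by strain itself, and the other 9 gave 0 by edgeR's quasi-likelihood test, 0 by DESeq2 and 0 by limma, and at most 4 at an unadjusted p under 0.05. Each of the other 9 splits mixes the strains in both groups, so the strain difference itself widens the spread within groups and lowers the calls. Their 0 calls are therefore no estimate of false calls. With 10 splits the share cannot fall below 0.1, so this count alone cannot exclude chance. With total-count scaling, 862 genes were called in all, against 825. By design the 2 strains differ by ScFLO1 and by the plasmid that carried it, pGAPHis4-ScFlo1. The methods describe selection for a HIS4 marker on minimal medium, and place LpDLDH on another plasmid, pGAPHyg-LpDldh. Effects of the ScFLO1 plasmid, of its marker and of any other difference between these isolates are confounded with ScFLO1.

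PAS_chr4_0878 is shown in the heatmap of Figure 6A, is not among the genes the paper's text discusses, and had the highest fitted log2 fold change, 8.15. The fitted value depends on the prior count, since it became 6.26 with a prior count of 5. The fold change is scaled for library size, so the ratio of the total counts of the strains, 0.912, is no separate test of library depth. Only 5 reads were counted over the 3 KM71-LpDLDH libraries, so loss of the gene in KM71-LpDLDH and silence of an intact gene cannot be told apart without DNA data. A sequence introduced with ScFLO1 that matches this gene also stays open and was not tested.

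PAS_chr3_0517, also shown in Figure 6A and not discussed in the text, had a log2 fold change of 5.96. Its identifier number follows that of the high-affinity zinc transporter PAS_chr3_0516. If a constant share of the reads of PAS_chr3_0516 had been counted on it, the ratio of the 2 counts would not rise. The ratio was 0.766 and 0.881 in replicates 1 and 2 of KM71-LpDLDH, was below 1 in the other, and was at least 1.72 in the KM71-ScFlo1-LpDLDH libraries, which argues against that explanation of the rise. The reverse case, reads of PAS_chr3_0517 counted on PAS_chr3_0516, was not tested and stays open. Shared regulation of the pair is an open hypothesis that these counts do not test.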

How the results depend on the processing

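The DESeq2 size factors, the fit without scaling, limma, and DESeq2 without a filter were chosen after seeing the data. The other alternatives were set before the data were examined.

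The number of differentially expressed genes stayed between 794 and 886 with each library left out in turn (without replicate 1 and without replicate 2 of KM71-LpDLDH), against 825 with all 6. It was 823 and 808 with prior counts of 0.5 and 5, 826 with no filter, 813 with a mean count of at least 50, 816 with DESeq2, 816 with DESeq2 size factors in edgeR, 828 with limma, 813 with no scaling and 862 with total-count scaling. An unadjusted p under 0.05 gave 825 and an adjusted p under 0.01 gave 823. Total-count scaling raised the median log2 fold change of all genes from 0.02 to 0.13 and the higher share of the calls from 51.3% to 60.6%. Of the 825 calls, it kept 763, and DESeq2 kept 810.

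The fold change cut-off changed the count more than any other choice, because fewer genes pass a stricter cut-off. An absolute log2 fold change above 2 left 166 genes, 77 higher and 89 lower. DESeq2 with that cut-off gave 168, 76 higher and 92 lower, and DESeq2 with that cut-off and no filter gave 169, 77 higher and 92 lower.

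With the replicate number as a block, 829 genes were called, 821 of them among the 825. The deviations of same-numbered libraries from their strain means correlated at -0.13, 0.05 and 0.11 across genes, so the numbers were not taken to pair the samples.

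The log2 fold changes of the 26 named genes kept their sign in all 415 combinations of gene and alternative, and 412 kept their side of the adjusted p threshold. The 3 exceptions were PAS_chr4_0836, with log2 fold changes of 0.29, 0.31 and 0.37 without replicate 1 or 2 of KM71-LpDLDH or replicate 2 of KM71-ScFlo1-LpDLDH. Against the fold change cut-off, PAS_chr1-1_0378 fell below without replicate 3 of KM71-ScFlo1-LpDLDH (0.78) and PAS_chr1-1_0002 without replicate 2 of KM71-LpDLDH (0.98), while PAS_chr1-1_0418 passed it without replicate 3 of KM71-LpDLDH (1.04) and PAS_chr1-3_0215 passed it with DESeq2, DESeq2 size factors, limma, no scaling, the block, and without replicate 2 of KM71-LpDLDH or replicate 3 of KM71-ScFlo1-LpDLDH (-1.00 to -1.23), and did not pass it with total-count scaling (-0.89) or without any of the other 4 libraries (up to -0.83). PAS_chr1-4_0582 has no value with a mean count of at least 50, since it was not tested there. The lowest correlation within a strain exceeded the highest between strains by 0.0900 to 0.103 in every alternative run for it.

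Corrections for GC content and gene length, the block with GC correction, and the gene set tests with their alternatives were not run, because the reference matched 0 of the identifiers. TMM scaling, planned as an alternative for normalized values, became the scaling used. Depth limits genes with few reads. The fitted log2 fold change of PAS_chr1-4_0582 was -4.76, and -3.40 with a prior count of 5.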

Differences from the paper's values

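The paper reports 169 differentially expressed genes, 77 upregulated and 92 downregulated, at a fold change cut-off of 2. The counts gave 825 genes at that cut-off, 423 higher and 402 lower in KM71-ScFlo1-LpDLDH. Among the alternatives set before the data were examined, 2 came close to the paper's values for all 3 numbers: an absolute log2 fold change above 2 (166, 77 and 89) and DESeq2 with that cut-off (168, 76 and 92). The other prior counts, filters and scaling, DESeq2 at a fold change of 2, the replicate block, an unadjusted p, an adjusted p under 0.01 and each library left out did not, with totals between 794 and 886. DESeq2 with no filter and an absolute log2 fold change above 2, a setting chosen after seeing the values, gave 169 genes, 77 higher and 92 lower. At that setting, 12 of the 22 genes of Table S2 fell outside the calls, against 3 with DESeq2 and no filter at a fold change of 2. In the volcano plot of the paper, the red points begin at about 2 on the log2 axis in Figure 6B, read by eye.

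Table S2 lists among the differentially expressed genes 4 whose fold change was below 2 in the edgeR fit, PAS_chr4_0836, PAS_chr1-1_0418, PAS_chr4_0832 and PAS_chr1-3_0215. The log2 fold changes that the paper's Table S2 prints for the first 3 of them, 0.39, 0.81 and 0.78, are also below that cut-off, and the paper's value for PAS_chr1-3_0215 is -1.00. For none of the 4 does the edgeR value differ from the paper's by more than the replicate error. DESeq2 and the replicate block, set before the data were examined, placed PAS_chr1-3_0215 past the cut-off, at log2 fold changes of -1.00 and -1.02, as did DESeq2 size factors in edgeR, limma and no scaling, which were chosen after seeing the values. It also passed without replicate 2 of KM71-LpDLDH (-1.07) and without replicate 3 of KM71-ScFlo1-LpDLDH (-1.23). PAS_chr1-1_0418 passed without replicate 3 of KM71-LpDLDH. The other 18 genes passed both thresholds in the direction the paper gives.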

Other observations

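Except for the size of paired changes in CPM, the tests in this part were chosen after the patterns were seen.

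Genes with consecutive identifier numbers changed together more often than chance. Of 4775 such pairs, 135 had both genes past both thresholds in one direction, against a median of 64 and a highest value of 92 over 10000 permutations of the calls (permutation p = 0.0001, the smallest they can give), while 55 pairs were called in opposite directions, against a permuted median of 64. The correlation of log2 fold changes across genes was 0.15 at 1 number apart, 0.039 at 2 and 0.016 at 5. Copy number changes of regions of 6 or more genes would keep most of the correlation at 2 apart. The fall there argues against them as the main cause. A few such regions stay possible, since a correlation over all genes dilutes them. Reads of one gene counted on its neighbour may contribute. The smaller change in CPM of a same-direction pair was a median of 0.29 of the larger, which does not decide between spill of reads and shared regulation, since gene positions and strand were not analysed here. Of the genes of Table S2, 5 have such a neighbour.

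Low-abundance genes were shifted upward in KM71-ScFlo1-LpDLDH. In the lowest of 8 bins of mean abundance the median log2 fold change was 0.32 and 69.2% of genes rose. In the 7th bin the median was -0.17 and 37.6% rose, and in the highest it was -0.1 and 44.2% rose. With total-count scaling these medians were, in the same order, 0.43, -0.07 and 0.01. The sign in the highest bin therefore depended on the scaling. From the lowest bin to the highest, the median change was 2.9, 3.2, 3.0, 0.61, 0.46, -5.1, -27 and -42 CPM. A uniform background of reads in KM71-ScFlo1-LpDLDH may contribute to the rise at low abundance. Within the lowest bin, the gain of the 210 most abundant genes was 1.79 times that of the 210 least abundant, with a bootstrap interval from 1.02 to 3.20 over 2000 draws. Gene lengths were not used here, so such a background and a change in the cells cannot be told apart.

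Among 11 identifier prefixes, the 20 tested genes with the prefix c131 had a median log2 fold change of 0.55, with 16 higher and 4 lower (permutation p = 0.0018, adjusted over the prefixes 0.0198). Of 10000 draws of as many random genes raised by 1 on the log2 scale, 0.32% had a median at or below 0.55. Such a share argues against a doubling of the whole c131 contig if genes change independently. Genes with consecutive identifier numbers changed together, however. Neither the permutation nor the draws allowed for this, so the p-values and the share may be too small. A partial gain and a change in regulation stay open.

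Replicate 3 of KM71-ScFlo1-LpDLDH differed from replicate 1 with an SD of 0.314 in log2 CPM, while replicate 3 differed from replicate 2 with an SD of 0.239 and replicate 2 from replicate 1 with 0.159, against 0.231 to 0.235 between replicates of KM71-LpDLDH. A smooth curve on abundance took up 5.3% of the variance of that difference, which argues against a trend with gene abundance as its main cause. No batch is named in the sources used here, and no biological explanation was tested.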
